# Enthesis Healing Is Dependent on Scaffold Interphase Morphology—Results from a Rodent Patellar Model

**DOI:** 10.3390/cells11111752

**Published:** 2022-05-26

**Authors:** Carlos J. Peniche Silva, Sebastian A. Müller, Nicholas Quirk, Patrina S. P. Poh, Carla Mayer, Antonella Motta, Claudio Migliaresi, Michael J. Coenen, Christopher H. Evans, Elizabeth R. Balmayor, Martijn van Griensven

**Keywords:** enthesis, scaffold, multiphasic, silk fibroin, tendon

## Abstract

The use of multiphasic scaffolds to treat injured tendon-to-bone entheses has shown promising results in vitro. Here, we used two versions of a biphasic silk fibroin scaffold to treat an enthesis defect created in a rat patellar model in vivo. One version presented a mixed transition between the bony and the tendon end of the construct (S-MT) while this transition was abrupt in the second version (S-AT). At 12 weeks after surgery, the S-MT scaffold promoted better healing of the injured enthesis, with minimal undesired ossification of the insertion area. The expression of tenogenic and chondrogenic markers was sustained for longer in the S-MT-treated group and the tangent modulus of the S-MT-treated samples was similar to the native tissue at 12 weeks while that of the S-AT-treated enthesis was lower. Our study highlights the important role of the transition zone of multiphasic scaffolds in the treatment of complex interphase tissues such as the tendon-to-bone enthesis.

## 1. Introduction

The enthesis is a fibrocartilaginous tissue that connects tendons and/or ligaments to bone. In particular, the tendon-to-bone enthesis is an interphase tissue that features a structural gradient of extracellular matrix (ECM). The opposing gradients of collagen molecule alignment and mineralization present at the enthesis allow the smooth stress transfer from tendon to bone [1,2]. This insertion site can be anatomically described as a succession of four different tissues/zones with region-specific cell types and mineral content [1]: tendon, non-mineralized fibrocartilage, mineralized fibrocartilage, and bone [2]. This structural complexity is essential for the enthesis’ function in the body; it allows the transfer of mechanical loads between tendon and bone tissue and reduces stress at the insertion site. Regrettably, once the tendon-to-bone enthesis is damaged, its native structure is often not regenerated, resulting in scar formation, with poor mechanical properties and high rupture recurrence rates [2,3,4,5]. This damage often needs surgical repair, in which the injured tendon is reattached to its binding site in the bone using sutures or bone anchors [3,6], which has proven to be insufficient for promoting the regeneration of the native enthesis structure [3,7,8,9], as it relies purely on the reincorporation of the tendon into the bone at the enthesis without promoting the regeneration of the native tendon-to-bone transition [3]. One additional complication associated with the surgical intervention is the subsequent mineralization of the tendon area, usually involving endochondral ossification [10,11], reported in animal studies [12,13] as well as patient treatments [14]. The latter described a significant percentage of patients suffering from tendon mineralization after open augmented repair of the Achilles tendon or reconstruction of the anterior cruciate ligament [14,15]. Tendon mineralization can result in pain and tendon weakness, increasing the probability of recurrent tendon/enthesis rupture in treated patients [10].

To overcome these limitations and to enhance the regeneration of the tendon-to-bone enthesis, tissue engineering strategies are increasingly growing in popularity [2,16,17,18,19,20]. The combination of cells, biomaterials, and growth factors has shown promising results in studies whereby bone, tendon, and the enthesis tissue have been engineered in vitro and in vivo [2,8,21,22,23]. In the case of the enthesis, special attention has been directed to the design of scaffolds that mimic its native structural properties and complexity [23,24,25,26].

One example describes the fabrication of a tri-phasic scaffold using different combinations of PLGA and bioactive glass. This material promoted zone-specific distribution of cells in vitro [24] and stimulated fibrocartilage-like tissue deposition at the interphase region when evaluated in vivo [19]. Additionally, other reports of multiphasic scaffolds for enthesis regeneration describe promising results only in vitro [27,28], while others evaluated their constructs in vivo by implanting the scaffold subcutaneously rather than treating an actual enthesis defect [19,29]. Thus, the in vivo evaluation of the functionality of such constructs for enthesis regeneration is still lacking.

Additionally, different manufacturing techniques and construct designs have been explored. For example, electrospinning is a widely used technique that allows the generation of fibers in the nanometer and micrometer range for the production of scaffolds [30,31,32]. However, it has been shown that the dense packing of fibers of electrospun scaffolds might result in poor cell infiltration and proliferation [33]. A similar limitation was reported by Lipner et al. when using an aligned electrospun PLGA scaffold with a mineral gradient in a rat model for supraspinatus tendon repair. As a result, the healing process was dominated by fibrosis and scar formation [34].

Although the fibrous morphology that is usually obtained in electrospun scaffolds mimics the fibrous morphology of tendon tissue, porous scaffolds mimic the 3D morphology of cartilage and bone tissue better [35,36,37].

Freeze-drying is a simple, cost-effective technique that allows the generation of porous scaffolds with a fair amount of control over the pore size and orientation [38,39]. We have previously demonstrated that by combining directional freezing, freeze-drying, and salt leaching, it is possible to obtain biphasic scaffolds with the desired morphological structure and mechanical properties to mimic both, the tendon and bony morphology characteristic of the native enthesis [23]. Furthermore, we demonstrated that the obtained silk fibroin multiphasic scaffold for enthesis repair showed excellent in vitro biocompatibility and functionality [23,36]. While designing our constructs, we exploited the formidable biomechanical properties and malleability of the silk fibroin, which allows the creation of scaffolds with high porosity without compromising the robustness of the construct. This is especially relevant for load-bearing scaffolds [23]. Additionally, this material shows a biocompatible, slow degradation rate due to proteolytic activity, that corresponds to the rate of new tissue deposition, which makes it ideal for tissue engineering applications [40,41]. Interestingly, we observed a major impact of the interphase morphology on the mechanical properties of the scaffold [23]. Additionally, the presence of an interconnected transition zone promoted tissue-specific gene expression such as *Col1a1*, *Col2a1*, *Col3a1* and *Sox9* along the scaffold in adipose-derived mesenchymal stem cells [23]. Our investigations and that of other groups pointed out a crucial role of the interphase morphology in enthesis scaffolds for cellular proliferation, cytoskeleton reorganization, and possibly, cell differentiation [18,42,43] in vitro. We hypothesize that the morphology of the transition zone in engineered scaffolds will also have a significant impact on the healing process of the enthesis in vivo. Furthermore, we expect that the biocompatibility, the good mechanical properties, and tailorable degradability of the silk fibroin will play a favorable role for the healing process of the enthesis. Therefore, in this study, we developed a new enthesis injury model in the rat patella and enthesis defects were treated with silk fibroin multiphasic scaffolds that featured two distinctive interphase morphologies, smooth and abrupt. The fabrication technique was built upon our previously reported methodology [23]. Treated animals were observed for up to 12 weeks, and tissue healing was assessed using gene expression, µCT, histology, and mechanical testing. We found that a smooth transition between the bone and tendon-like phases of the enthesis scaffold induced region-specific cell morphology and matrix deposition, leading to de novo enthesis-like tissue formation.

## 2. Materials and Methods

### 2.1. Biphasic Silk Fibroin Scaffolds

In the present study, a porous, biphasic silk fibroin scaffold featuring two distinct interface morphologies was used to treat a tendon-to-bone tissue defect at the enthesis site of a rat patella. The two different tendon-to-bone transitions recreated in the scaffolds featured either an abrupt phase transition or a mixed, smooth transition (Figure 1A,B). Furthermore, the scaffolds feature site-mimicking structures and properties at the bony and the tendon sites. The scaffolds were fabricated using a methodology previously published by our group [23]. A complete characterization of the biphasic silk fibroin scaffolds, which included biomechanics and in vitro performance has been published in [23,36].

Briefly, to produce the two versions of the biphasic scaffold, two different protocols were used. To obtain the scaffold with abrupt phase transition (hereafter termed as S-AT), the tendon zone of the scaffold, showing a lamellar-like structure of longitudinally oriented pores, was obtained first by directional freezing followed by freeze-drying. The pore sizes were controlled by adjusting the cooling rate of the 8% fibroin solution contained inside the molds. Thereafter, the tendon-like part was placed on top of a mixture of 8% silk fibroin solution containing 0.2 g of NaCl. After allowing for fibroin gelation to occur, the NaCl particles were removed from the scaffold by salt leaching with ddH_2_O. A porous structure resembling bone architecture remained. The entire construct was frozen and freeze-dried. The final product consisted of a biphasic scaffold with an abrupt transition between the two distinct phases (Figure 1A).

To obtain the scaffold with the mixed, smooth transition (hereafter termed as S-MT), the bony end of the scaffold showing randomly oriented pores was produced first by salt leaching and freeze-drying as described for the S-AT scaffold in the second stage. Then, the bony-like sponge was placed at the bottom of a mold and covered with an 8% fibroin solution. Directional freezing was induced followed by freeze-drying to produce a zone of vertically oriented pores (tendon-like zone). This two-step approach yielded a biphasic scaffold with a large interconnected area of mixed porosity between the two types of pore orientation (Figure 1B).

### 2.2. Rat Patellar Defect Model

Male Sprague Dawley rats (n = 112; Charles River Laboratories, Wilmington, MA, USA) weighing 400 g (100–115 d of age) were used in this study. The animals were allowed 48 h of acclimatization after arrival in the animal facilities. This study was approved by the Institutional Animal Care and Use Committee (IACUC, Protocol A00002479-17).

Prior to surgery, rats were placed in an anesthesia induction chamber with 3–4% isoflurane and an O_2_ flow of 1.5–2.0 L/min. After reaching a deep anesthesia state, rats were transferred to a heat pad (37 °C). Anesthesia was maintained using a nose cone with 2–3% isoflurane and an O_2_ flow of 1.5–2.0 L/min. Anesthesia depth was constantly monitored in addition to the respiration rate. Before starting the surgical procedure, rats received subcutaneous injections with Buprenex (0.6 mg/kg body weight) and cefazolin (50 mg/kg body weight). The right leg was shaved from the inguinal area up to the malleoli. The leg was disinfected with iodine and 70% ethanol. In supine position, the knee was moved to a 60° angle and the foot was fixed with tape to the operation table. A para-patellar longitudinal incision was made from the distal femur to the proximal tibia. The bursal tissue was lifted and opened using scissors, thereby exposing the patellar tendon. In order to keep the length of the patellar tendon similar to its original length after transection, a McLaughlin procedure was performed using a loop through a drill hole in the proximal tibia and around the patella. Two sutures were made on the medial and lateral side of the patellar tendon. Subsequently, the patellar tendon was detached from the tibial insertion using a scalpel. At the tibial insertion side, a defect in the bone was created using a Gigli saw. In the scaffold treatment groups (S-MT or S-AT), the scaffolds were oriented with the bony part to the tibial plateau and the tendon part towards the patellar tendon. The scaffolds were secured into the defect using sutures guided over the bony bridge using the mediolateral drill hole in the tibia. In addition to our scaffold-treated groups, two control groups were included. For the first control group (empty defect—ED), the defect was created in the enthesis as described above but nothing was inserted. The patellar tendon was sutured back over the bone defect. Thus, the sutures were directly going through the tendon and the bone. For the second control group (transversal cut—TC), a transversal cut at the tendon near the enthesis was performed without damaging the bone and no treatment was provided. The incision was closed in layers.

After surgery, the animals were placed in a 37 °C recovery chamber for 30 min before being placed back in their cages. Animals were allowed to freely move in their cages without any restriction or immobilization after surgery. The wounds were inspected daily for the first 5 d. After that, wounds were checked two times per week until the end of the observation period (12 weeks). The surgical approach and experimental design are summarized in Figure 1.

### 2.3. Mechanical Testing

For each of the four experimental groups, 14 animals were sacrificed at 4 and 12 weeks after surgery. Of these, 8 rats per sample group and time point of observation were used for the biomechanics and PCR studies. After sacrificing the rats, entire muscle–tendon–bone units were harvested (the distal fourth of the quadriceps muscle, the tendon, and the entire tibia including fibula).

Samples from the contralateral uninjured/healthy patellar enthesis were also harvested to be used as native tissue controls.

Before mechanical testing, the enthesis cross-sectional area (width × depth) and tendon length (muscle–tendon junction to bony insertion) were measured with an electronic CD-8 ASX Vernier caliper (Mitutoyo, Kawasaki, Japan). All measurements were conducted by a single operator. The sample length of interest was calculated as tendon length including the enthesis height.

Samples for mechanical testing were wrapped in a gauze soaked with saline and stored in a 15 mL Falcon tube at −20 °C until the day of testing [44]. Samples were thawed for 20–30 min at room temperature and kept moist with saline during the thawing period.

A custom-made, small biological specimen mechanical testing machine (Mayo Clinic, Rochester, NY, USA) with a MPL-2 50 lbf loadcell limit (Transducer Techniques, Temecula, CA, USA) and associated LabVIEW 2017 SP1 (National Instruments, Austin, TX, USA) was used for mechanical enthesis testing. The tibia was clamped by fixing the distal aspect rigidly whilst allowing neutral tendon alignment to the proximal attached muscle. The muscle was fixed by custom-built cryo-clamps [45]. Just before testing, muscles were frozen using dry ice powder to secure sample muscle attachments proximally. The temperature of proximal and middle tendon sections, as well as the enthesis, was monitored by a TrueRMS Supermeter multimeter (True RMS, Newport, RI, USA) during the freezing period to achieve optimal fixation. The optimal temperature for enthesis testing had been determined previously in a test study [44]. A mean temperature of −1 °C at the proximal tendon region assured sufficient muscle freezing in order to avoid muscle slippage. With a mean temperature of 10 °C at the enthesis region, mechanical testing could be performed reproducibly while the enthesis was not frozen. Samples were preloaded to 3 N prior to 200 mm/min failure tensile test [44]. Force–elongation curves were recorded, from which ultimate load (force at failure (N)), ultimate strain (elongation at failure/tendon length (%)), and tangent modulus ([force at failure/enthesis cross sectional area]/[ultimate strain] (MPa)) were calculated. Data were processed individually through Matlab 2016a (Mathworks, Natick, MA, USA), and compiled in Microsoft Excel 2010 (Microsoft, Redmond, WA, USA).

### 2.4. Micro-Computed Tomography (μ-CT) Analysis

Entheses samples (n = 6 per each of the 4 groups) harvested at 12 weeks after surgery were scanned using a Skyscan 1176 μCT (Bruker, Kontich, Belgium) at 90 kV and 277 µA. A 0.1 mm Cu filter was used. Images were acquired at a resolution of 35 µm. Image reconstruction was performed using NRecon v2.0.4 (Bruker, Kontich, Belgium), and analysis was performed using CTAn v1.13 (Bruker, Kontich, Belgium). Briefly, a region of interest (ROI) was selected by excluding the patella and tibia bones but including the area of the enthesis defect. Next, global thresholding of 90 to 255 was implemented for the binarization of images and further calculations using built-in algorithms in CTAn.

### 2.5. Histology

Collected specimens at 4 and 12 weeks after surgery (n = 6 per group and time point) were decalcified in 10% buffered EDTA (Sigma Aldrich, St. Louis, MO, USA), dehydrated in ethanol, and embedded in paraffin. Longitudinal cross-sections of the tendon-to-bone enthesis (thickness 7 µm) were sliced using the Leica RM 2165 microtome (Leica Biosystems, Nussloch, Germany). Subsequently, hematoxylin and eosin (H&E), and Safranin O stainings were performed. Briefly, after rehydration of the samples in descending ethanol series and distilled water, H&E staining was performed by incubating the slides with hematoxylin solution for 10 min and eosin for 2 min (Carl Roth GmbH, Karlsruhe, Germany). Thereafter, samples were dehydrated in ascending ethanol series, cleared with NeoClear-xylene substitute (Merck KGaA, Darmstadt, Germany), and mounted with UltraKit mounting media (Thermo Fisher Scientific, Landsmeer, The Netherlands). This staining allows the visualization of tissue microanatomy by staining the nuclear components of the cells purplish blue and staining structures such as elastic fibers, collagens and muscle fibers different shades of pink.

For Safranin O staining, the rehydrated samples were stained with hematoxylin solution for 10 min followed by 5 min staining with fast green solution (Sigma Aldrich, St. Louis, MO, USA), rinsing with 0.1% acetic acid, and further staining with 0.1% Safranin O solution for 10 min (Sigma Aldrich, St. Louis, MO, USA). Subsequently, the samples were dehydrated, cleared, and mounted as described before. Safranin O staining is specific for cartilage tissue. Proteoglycan-rich cartilage stains orange to red (also the endochondral ossifications), nuclei are stained black and the background stains green to blue.

Additionally, sections were stained with Masson–Goldner trichrome using a commercial kit (Carl Roth GmbH, Karlsruhe, Germany) according to the manufacturer’s protocol. When using this staining, dense collagen areas such as old bone appear dark green while cartilage and newly formed collagen-rich tissues appear pale green. Muscle and cell cytoplasm are stained red.

Images were taken with a Nikon DS-Ri2 camera mounted on a Nikon Ti Slide Scanner Microscope (Nikon Instruments Europe BV, Amsterdam, The Netherlands). In addition, sections were stained with picrosirius red to visualize collagens and their alignment by highlighting the natural birefringence of collagen fibers when exposed to polarized light. For the staining, sections were incubated for 1 h in a picric acid-saturated sirius red solution (Sigma Aldrich, St. Louis, MO, USA). Next, several washing steps were performed with acidified water. Finally, excess water was removed and sections were dehydrated further cleared in xylene, and mounted with a cover slip. Images were taken under polarized light microscopy in an Olympus IX83 inverted microscope (Olympus, Westborough, MA, USA) using the cellSens Dimension Desktop software v2.2 (Olympus, Westborough, MA, USA).

### 2.6. Gene Expression; qPCR Array

Immediately after processing the samples for biomechanics, the tissue was harvested for the qPCRs (n = 8 per group and time point) in RNALater^®^ solution (Sigma Aldrich, St. Louis, MO, USA). In order to guarantee that the quality of the RNA extracted from these samples would be as required by scientific standards, the equipment used for biomechanics, sample holder, and working table and surroundings were cleaned with ethanol 70% and RNAse AWAY^®^ (Sigma Aldrich, St. Louis, MO, USA) prior mechanical testing and between each sample. In addition to the samples of the treatment and control groups, samples from the healthy/native patellar enthesis of each rat were also included as controls (n = 8). The samples were homogenized with steel beads in TRIzol (Sigma Aldrich, St. Louis, MO, USA) using a TissueLyser II set to 3 min at 30 Hz (Qiagen GmbH, Hilden, Germany). Total RNA isolation was performed by phenol-chloroform extraction. The concentration and purity of the RNA were measured using a NanoDrop spectrophotometer (NanoDrop Tech. Inc., Greenville, SC, USA). A baseline for RNA purity values was set to be 1.7 for the ratio 260/230 and 1.8 for the ratio 260/280. Samples showing lower purity values than the baseline were further purified with the Monarch RNA cleanup kit (New England BioLabs GmbH, Frankfurt, Germany). The final purity values of all RNA samples used were, in every case, according to scientific quality standards. cDNA synthesis was performed using the RT^2^ First Strand Kit (Qiagen GmbH, Hilden, Germany) in a C1000 Touch Thermal Cycler (Eppendorf AG, Hamburg, Germany) following the manufacturer’s instructions. The Osteogenic RT^2^ Profiler PCR arrays (PARN-026Z) and the RT^2^ SYBR Green Mastermix were purchased from Qiagen (Qiagen GmbH, Hilden, Germany). PCR assays were performed in a CFX 96 Real-Time System thermocycler (Bio-Rad, Hercules, CA, USA) following the instructions of the manufacturer. The melting curves displayed a well-defined single distinct peak for each amplified gene, indicating that the amplified PCR products are single discrete species.

Ct values were exported to an Excel file following Qiagen’s instructions. This table was then uploaded to Qiagen’s data analysis web portal at http://www.qiagen.com/geneglobe, accessed on 6 June 2021. Samples were assigned to control (native tissue) and test groups (ED, TC, S-AT, and S-MT). Ct values were normalized against the arithmetic mean of the Ct values from the references genes *Ldha* and *Rplp1* included in the array set up.

The lower limit of detection was set to a Ct value of 35 using the “Set Cut-off” function in the web analysis portal. This function defines the upper limit of useful Ct values in calculating the fold change. All raw undetermined Ct values or Ct values greater than the set Ct cut-off value were automatically changed to the cut-off value. For the fold change calculations, genes that were not detected or showed a Ct value greater than the set cut-off value for both the control and test group samples were not considered. The data analysis web portal calculated fold change/regulation by means of the widely used delta delta Ct method (∆∆Ct), in which ∆Ct is calculated as the difference between the Ct value of a gene of interest and that of a reference gene followed by ∆∆Ct calculations (∆Ct(Test Group) − ∆Ct(Control Group)). The fold change was then calculated using the 2^(−∆∆Ct)^ formula. Treated data are displayed as fold regulation (FR) as this makes it easier to read and interpret. FR is the same as fold change (FC) for FC values > 1. For FC values < 1, FR is the inverse negative of FC. Additionally, a heat map was generated using Qiagen’s data analysis web portal that indicates with a gradient of color from green to black to red, the fold regulation of each gene compared to the expression in the native tissue. Black indicates same expression as native, grey indicates no expression, green indicates downregulation of the gene expression compared to the native tissue, and red indicates upregulation of the gene expression compared to the native tissue.

### 2.7. Statistical Analysis

The statistical analysis was performed using the GraphPad Prism 8.3.0 Software (GraphPad Software, San Diego, CA, USA). Measurable data are displayed as the mean ± SD.

For mechanical testing, the data on calculated mechanical properties are displayed through box plots (median, 1st, 3rd quartile ranges and outliers > 1.5 × IQR + Q 1/3). Statistical significance was determined by Kruskal–Wallis test and Dunn’s multiple comparisons test, with a *p* value < 0.05 indicating statistical significance. The μ-CT data were analyzed using one-way analysis of variance (df = 4; F = 4.139) followed by Dunnett’s multiple comparison test, with a *p* value < 0.05 indicating statistical significance.

## 3. Results

### 3.1. Rat Patellar Injury and Scaffold Treatment

All operations were successfully completed. All animals in all groups (i.e., scaffold abrupt transition, S-AT; mixed and smooth transition, S-MT; empty defect, ED; transversal cut, TC) remained healthy, assessed by twice-weekly checks, during the experimental period up to 12 weeks.

### 3.2. Mechanical Testing

The measurements of the associated tendon length at 4 and 12 weeks after surgery showed no significant differences between the scaffold-treated groups and the native tissue (Figure 2A), while the cross-sectional area measured in the scaffold-treated groups and the controls was significantly larger (*p* < 0.005) than that of the native enthesis (Figure 2B). Native tissue at 4 weeks after surgery showed the highest ultimate load compared to the S-MT, S-AT and TC groups (*p* < 0.005). The ED group was the exception, displaying values of ultimate load comparable to the native tissue as early as at 4 weeks after surgery. However, this result was not dependent on the tissue but solely on the suture material since the tendon was directly sutured back to the bone defect. In the scaffold-treated groups, the sutures did not go through the tendon nor through the scaffold. Thereby, the ED group seems to outperform the scaffold-treated groups. However, samples taken at 12 weeks after surgery from the scaffold-treated groups had similar ultimate loads as native tissue (Figure 2C). Similarly, the tangent modulus determined for the scaffold-treated groups at 4 weeks after surgery was lower (*p* < 0.05) than that of the native tissue (Figure 2D). Nevertheless, 12 weeks after surgery, the group treated with the S-MT scaffold showed a significant increase in the tangent modulus to values no longer statistically different to that of the native tissue, while the tangent modulus of the group treated with the S-AT scaffold remained lower (*p* < 0.01).

### 3.3. Micro-Computed Tomography (μ-CT) Analysis

µCT analysis performed at 12 weeks after surgery allowed the quantitative comparison of ectopic mineralization, an undesired complication during healing [10,46,47,48], occurring in the tendon area of the samples from the treatments and control groups relative to native tissue (Figure 3). This analysis revealed that the mineralization occurring in the tendon area of the samples treated with the S-MT scaffold was rather low and not of statistical significance. However, a significantly larger degree of mineralization was detected in the tendon of the samples from the TC and the S-AT groups (*p* < 0.05). Surprisingly, the control group ED showed a reasonably low degree of mineralization in the tendon.

### 3.4. Histology

The histology performed on the samples treated with the S-MT scaffold revealed a smooth transition from the tendon to the bone in the insertion site as early as 4 weeks after scaffold implantation (Figure 4B, Figure 5B and Figure 6B). Furthermore, the Masson–Goldner trichrome staining showed that at 12 weeks after surgery, the samples treated with the S-MT scaffold presented a fully restored native-like pattern of collagen deposition in the enthesis (Figure 6B). Moreover, H&E staining of the newly regenerated tissue in the S-MT samples revealed a longitudinal alignment of the Sharpey fibers in the tendon area of the enthesis similar to that observed in the native tissue (Figure 4B). Such a particular pattern was not observed in neither the samples of the S-AT nor in those from the control groups (Figure 3).

Safranin O staining revealed sites of cartilage deposition and endochondral ossification in the ED, TC, and S-AT groups that were absent in the S-MT group at both analyzed time points (Figure 5). The group treated with the S-AT scaffold developed some ossification in the shape of a bulky bony structure that protruded into the tendon area at the insertion site of the enthesis, as well as some isolated spots near the enthesis, where mineralization in the tendon region was visible (Figure 5C and Figure 6C). A similar ossification pattern at the insertion site was also visible in the control groups (Figure 5 and Figure 6). Additionally, both control groups developed scattered mineralization regions in the tendon area, particularly at 12 weeks after surgery.

Picrosirius red staining of the collagen fibers in the samples treated with the S-MT scaffold (Figure 7B) confirmed the observations described above, highlighting a zone of longitudinally aligned collagen fibers in the tendon part of the enthesis at 4 weeks after surgery. At 12 weeks after surgery, these samples showed abundant staining of tightly packed collagen fibers where the scaffold had been implanted. This result indicated that the transition zone present in the S-MT scaffold effectively promoted the deposition and organization of the collagen fibers in the newly formed enthesis. In contrast, picrosirius red staining of the samples treated with the S-AT scaffold (Figure 7C) showed a lower presence of collagen fibers in the defect region compared to the S-MT-treated group at 4 weeks. The differences between the two treatment groups remained visible at 12 weeks after surgery, with the S-AT-treated group showing a mesh-like pattern of collagen deposition in the defect site rather than the aligned and more homogenous pattern observed in the S-MT-treated group. Furthermore, both control groups showed a more disorganized and heterogenous collagen deposition pattern in the defect zone (Figure 7D,E), more in line with tissue scarification than with the regeneration of the native enthesis tissue structure.

### 3.5. Gene Expression; qPCR Array

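Messenger RNA of the patellar enthesis was measured with a rat osteogenesis PCR array of 96 wells, in which each well assigned to a gene amplifies 1 transcript. The readout is the threshold cycle (Ct), the cycle at which the SYBR Green signal crosses a threshold, so that a later Ct means less template. The array held 84 target genes, 5 housekeeping genes (*Actb*, *B2m*, *Hprt1*, *Ldha* and *Rplp1*) and 7 control wells. Native entheses were compared with entheses that had received a scaffold with a mixed (S-MT) or an abrupt (S-AT) transition, with empty defects over which the tendon was sutured back (ED) and with a transversal cut of the tendon (TC), each 4 and 12 weeks after surgery. The paper collected tissue from 8 rats per group and time point, but the deposited tables hold 1 value per gene for each of the 9 groups. The sources used here do not say whether that value comes from a single rat, a mean or pooled RNA. There are therefore no replicates, no errors and no tests, and every difference given beside the claims is a description of 1 value against another. The label of the native sample gives a time of 4 weeks, while the paper gives the native samples of this PCR assay no time. The authors deposited the Ct values, values normalized to the mean Ct of *Ldha* and *Rplp1*, and fold changes over native from the maker's web portal. Here the folds were recomputed from the Ct values in the way the paper describes. A Ct over 35 or undetermined was set to 35, the mean Ct of *Ldha* and *Rplp1* was subtracted, and the fold change was 2 to the power of the negative difference from the comparison group. Fold regulation is the fold change, or -1 divided by it where it is under 1, and genes at least 2-fold apart count as upregulated or downregulated. Genes over the cut-off in both groups of a comparison have no fold. Where native alone was over the cut-off, the fold is a lower bound, written as at least, and a value under 1 does not show a decrease. In native tissue 64 of the 84 target genes were over the cut-off, 25 of them undetermined, so that only 20 could be measured on both sides of a comparison with native. The mean Ct of *Ldha* and *Rplp1* lay between 25.7 in S-AT at 12 weeks and 30.0 in native. The Ct of *Ldha* minus that of *Rplp1* ranged from 2.26 in ED at 12 weeks to 5.69 in ED at 4 weeks, with an SD of 1.17 over the 9 groups. The authors' deposited folds, given for 7 groups, could be compared for 363 values, of which 357 lay within 5% of the recomputed ones.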

The gene expression signature of 84 osteogenic and ECM-relevant genes was analyzed using RT-qPCR arrays. The fold regulation of the expression was determined with respect to the expression in the native tissue for genes with a Ct value ≤ 35. The cut-off for fold regulation was set at two fold. The top 10 upregulated and downregulated genes for each sample group are shown in Appendix A Table A1 and Table A2, respectively. The heat map shows the genes that were downregulated for each group compared to the native tissue in green. Conversely, the heat map shows upregulated genes compared to the native tissue in red. Additionally, black indicates the same expression as native tissue and grey indicates undetected genes/no expression. 

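Expression 4 weeks after surgery differed little between the S-MT and S-AT groups. Of the 50 genes measured in both, 47 lay within 2-fold, and their median absolute log2 difference was 0.19. None of the 5 fibrillar collagens (such as *Col1a1*), 3 other collagens, 6 matrix proteins and 6 proteases with a fold passed 2-fold. *Nfkb1*, a subunit of the inflammatory transcription factor NF-kB, was 2.43-fold higher in S-MT. *Tnfsf11*, which encodes the osteoclast differentiation factor RANKL, was 2.37-fold lower in S-MT, and the BMP receptor *Bmpr1b* was 2.14-fold lower. *Bmp5* was over the Ct cut-off in S-MT and at least 2.09-fold lower. The well that controls for genomic DNA in the maker's usual layout had a Ct of 34.0 in S-MT and 32.5 in S-AT. In S-AT *Nfkb1*, *Tnfsf11*, *Bmpr1b* and *Bmp5* all came later than that well, so their differences are not clear of it. Among the 50 genes with a fold over native in both groups, 14 of the 15 genes upregulated in S-MT were also upregulated in S-AT. All 12 genes with a fold regulation of -2 or below in S-MT were among the 17 in S-AT. Both lists rest on the same native value, so some sharing arises without any common change. Pearson's r of the log2 folds across these genes was 0.973 and Spearman's rho was 0.959. Genes are not independent replicates. In simulated groups without any changed gene, the shared native value alone gave a mean r of 0.495. The simulated groups had equal spread and no cut-off, while native was set to the cut-off for most genes here, so 0.495 is not the no-change value of these data. After each of the 22 genes measured in every operated group was centred on its mean over these groups, r was 0.934. With Ct values as deposited and no cut-off, 1 gene was at least 2-fold higher and 17 were lower in S-MT.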

The samples treated with the S-AT and S-MT scaffolds showed similar patterns of gene expression at 4 weeks after surgery (Figure 8A,C). At this time point, key genes identified to play an important role in tissue remodeling, tendon and cartilage formation, and extracellular matrix deposition (e.g., *Col1a1*, *Col2a1*, *Col3a1*, *Col5a1*, *Col6a1*, *Ctsk*, *Mmp2*, *Serpinh1* and *Spp1*) were upregulated by several fold in both scaffold-treated groups compared to native expression. 

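Several genes of collagen, collagen folding and matrix turnover were higher than in native tissue in both scaffold groups. Upregulated were 5 of 5 fibrillar collagens in S-MT and 4 of 5 in S-AT and 4 of 6 matrix proteins in each, but only 1 of 3 other collagens in each, and 2 of 4 proteases in S-MT and 2 of 6 in S-AT. *Ctsk*, the collagen-degrading protease cathepsin K, was upregulated 14.7-fold in S-MT and 11.3-fold in S-AT. *Col1a1*, a chain of type I collagen, was upregulated 4.80-fold and 5.58-fold, and *Serpinh1*, a collagen chaperone, 4.75-fold and 4.25-fold. *Col3a1* was upregulated 2.79-fold in S-MT and 3.18-fold in S-AT, and *Col6a1* 2.34-fold and 2.43-fold. The cartilage collagen *Col2a1* was 2.10-fold higher in S-MT and, within the 2-fold limits, 1.76-fold higher in S-AT. *Col5a1*, *Mmp2* and *Spp1* were over the cut-off in native, so their folds are lower bounds. *Spp1*, which encodes the matrix protein osteopontin, was at least 114-fold higher in each group. *Mmp2* was at least 7.04-fold higher in S-MT and 7.63-fold higher in S-AT, and *Col5a1* at least 3.33-fold and 3.80-fold higher. Other genes measured on both sides that rose in both groups were *Anxa5* (4.35-fold in S-MT), *Itgb1* (3.62-fold), *Col1a2* (3.03-fold) and *Bgn*. In S-MT 51 genes had a fold, of which 15 were upregulated, and 13 were at -2 or below, all with native over the cut-off. In S-AT 14 of 56 genes were upregulated, and *Comp* (3.19-fold) and *Tgfb3* (2.16-fold) were downregulated among genes measured on both sides. When the median of 16 target genes detected in every group was the reference, log2 folds decreased by 1.40 in S-MT and by 1.11 in S-AT, which put *Col2a1* at -0.33 and *Col6a1* at -0.17 in S-MT and left 4 genes upregulated in S-MT and 5 in S-AT. Most of these 16 genes are themselves collagens, other matrix genes or proteases, so this reference removes a change they share by construction. At a Ct cut-off of 33, *Col5a1* had a log2 value of -0.26 in S-MT and -0.073 in S-AT, and *Mmp2* (0.82 and 0.93) and *Col6a1* (0.40 and 0.45) were under 2-fold. Native was over that cut-off for these genes, so the values are lower bounds that fall by construction and do not argue against an increase.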

On the contrary, the osteogenic markers *Bmp2*, *Bmp6*, and *Bmp7* were not expressed in the samples treated with the S-MT and S-AT scaffolds while *Bmp-4* was downregulated by 4.5 fold in the S-AT group and not expressed in the S-MT group. In addition, the osteogenic marker *Runx2* was downregulated or expressed at levels similar to native in both treatment groups at this time point: by 2.3 fold in the S-AT-treated group and by 1.9 fold in the S-MT group.

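*Bmp2*, *Bmp6* and *Bmp7*, which encode bone morphogenetic proteins (BMPs), were over the Ct cut-off in native tissue and in both scaffold groups at 4 weeks, so they have no fold. *Bmp2* was undetermined in native, with a Ct of 36.2 in S-MT and 35.3 in S-AT. *Bmp6* had a Ct of 35.8 in native, 35.7 in S-MT and 35.7 in S-AT. *Bmp4* was over the cut-off in all 3 groups too, with a Ct of 37.4 in native, 36.8 in S-MT and 37.2 in S-AT. *Bmp5* in S-AT was the only one of the 7 BMP-family ligands with a fold at this time point. Its Ct was 34.0 in S-AT and 36.9 in native, and its fold regulation was -4.46 with native set to the cut-off, a value from which no decrease can be read. With Ct values as deposited and no cut-off, log2 folds over native were -2.54 for *Bmp4* and -3.03 for *Bmp6* in S-MT, and -2.89 and -2.98 in S-AT, past 2-fold down, although these rest on Ct values beyond 35.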

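*Runx2*, the transcription factor that directs osteoblast differentiation, was detected in both scaffold groups and lay over the cut-off in native tissue. Its Ct was 32.7 in S-MT, 33.1 in S-AT and 38.1 in native. With native set to the cut-off, fold regulation was -1.91 in S-MT and -2.27 in S-AT, and no decrease can be read from these bounds. With the Ct values as deposited and no cut-off, the log2 fold was 2.14 in S-MT and 1.89 in S-AT, so the direction turned. The other osteoblast and mineralization genes on the array (*Alpl*, *Bglap*, *Dlx5*, *Sp7*, *Phex*, *Sost*, *Vdr* and *Ahsg*) were over the cut-off in native and in both scaffold groups.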

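At 12 weeks, 60 of 66 genes with a fold were at least 2-fold higher in the S-MT than in the S-AT group and 0 were lower. Among the 44 genes measured in both, 40 were higher. *Col6a1* and *Col4a1*, which encode collagens of the pericellular matrix and the basement membrane, were 75.4-fold and 74.0-fold higher. *Ctsk* was 63.0-fold higher, the integrin *Itgav* 52.0-fold, *Col5a1* 49.5-fold and *Igf1*, a growth factor of tendon and bone, 40.2-fold. *Mmp2* was 38.0-fold higher, *Anxa5* 36.0-fold, *Col3a1* 33.6-fold and the adhesion molecule *Icam1* 33.4-fold. Every fibrillar collagen (5 of 5), other collagen (4 of 4), matrix protein (6 of 6) and protease (5 of 5) with a fold was higher in S-MT, and so was every gene of cell adhesion (7 of 7), immune cells and cytokines (7 of 7), and BMP receptors and SMADs (8 of 8). The fibrillar collagens stood at percentile 63.4 and the matrix proteins at 41.8 of random lists of similar expression, so neither list was set apart from other genes. The other collagens stood at 100 and the proteases at 83.6. All 4 other collagens stand in plate rows B and C, only 2 of them were measured in both groups, and random lists were not matched on plate row. Their rank therefore cannot be told apart from the plate pattern given below. Across 45 genes, the log2 folds over native of both groups had a Pearson's r of 0.547 and a Spearman's rho of 0.414, against 0.497 for r in simulated groups that share only the native value. Those groups had equal spread and no cut-off, unlike these data. After centring on the mean of the operated groups, r across genes was 0.0474. In the S-AT group the change of Ct from 4 to 12 weeks followed the position on the plate, where target genes stand in alphabetical order. With Ct over 35 set to 35, Ct was later by a median of 2.51 cycles for 29 genes in rows A to D and fell by 0.53 cycles for 20 genes in rows F and G. The wells that hold positive PCR controls in the maker's usual layout had a mean Ct of 26.0 in S-AT at 12 weeks and of 19.1 to 21.9 in the other groups. They lie in row H, outside rows A to D, and the reverse transcription control wells of that row were not late (mean Ct of 22.5). With only genes of rows F and G, 17 were higher in S-MT and 0 lower. These folds still rest on *Ldha* and *Rplp1* in row H, so the restriction cannot separate plate position from expression. With the median of target genes as reference, log2 folds of S-MT over S-AT fell by 3.79, and 13 genes were higher and 34 lower in S-MT. Most of those target genes are matrix genes in rows A to D, so this reference removes a difference they share by construction.

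**Figure D1:**
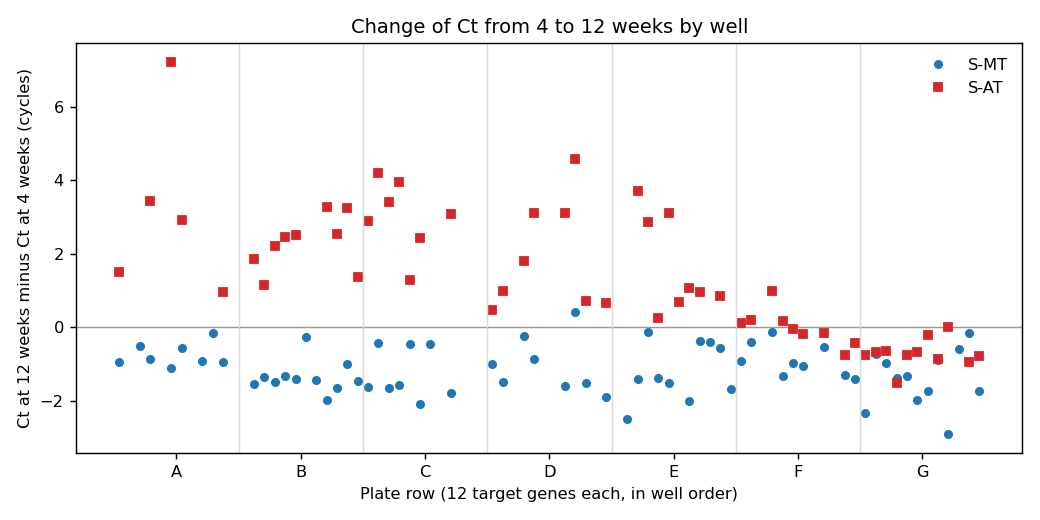
Change of Ct from 4 to 12 weeks (cycles, vertical axis) for each target gene measured at Ct 35 or below in at least 1 of both time points, with Ct over 35 or undetermined set to 35, by well order and plate row (horizontal axis), in S-MT (blue circles) and S-AT (red squares). In rows A to D the median was 2.51 cycles in S-AT and -1.33 cycles in S-MT, and in rows F and G it was -0.53 and -1.06.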

Interestingly, at 12 weeks after surgery, the gene expression pattern of the samples treated with the S-MT scaffold was substantially different from that of the S-AT group (Figure 8B,D). At this time point, the samples treated with the S-MT scaffold showed a further increase in the upregulation of ECM-relevant genes (e.g., *Col1a1*, *Col2a1*, *Col3a1*, *Col5a1* and *Col6a1*) compared to the already high expression of those genes at week 4. Similarly, the expression of *Ctsk*, *Mmp2* and *Spp1* increased from week 4 to week 12 in magnitudes of 23.1, 7.9, and 110 fold, respectively. Additionally, at 12 weeks after surgery, the samples from the S-MT group showed the downregulation of many of the osteogenic genes included in the array (*Bglap*, *BMP2*, *BMP6* and *BMP7*).

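Collagen genes rose further in the S-MT group between 4 and 12 weeks. *Col1a1* and *Col5a1* were each 2.37-fold higher at 12 than at 4 weeks, *Col3a1* 2.30-fold, *Col6a1* 2.25-fold and *Col2a1* 2.07-fold. Compared to native, this placed *Col1a1* at 11.4-fold, *Col3a1* at 6.43-fold, *Col6a1* at 5.26-fold and *Col2a1* at 4.35-fold, and *Col5a1* at no less than 7.88-fold. From 4 to 12 weeks, 4 of 5 fibrillar collagens rose, with a median log2 change of 1.20, and *Col1a2* was 1.51-fold higher. Of the other collagens, 3 of 4 rose (median 1.09), and of the matrix proteases 3 of 5 rose (median 1.09). None of the 6 matrix proteins and collagen chaperones passed 2-fold (median 0.44). Among 10000 random gene lists of the same size and similar expression, the median of the fibrillar collagens stood at percentile 98.6, that of the other collagens at 85.8, the proteases at 84.9 and the matrix proteins at 14.5. The rise was not particular to collagens, as immune-cell and cytokine genes (5 of 7 higher, percentile 99.8), cell adhesion genes (94.0) and endothelial and fat-cell markers (2 of 4 higher) rose too. On the whole array 24 of 66 genes rose from 4 to 12 weeks and 0 fell. With all 5 housekeeping genes as reference 8 rose and 1 fell, and the log2 changes of the 5 collagens named were between 0.61 and 0.80, which is under 2-fold. The genomic DNA control well in S-MT had a Ct of 34.0 at 4 weeks and 30.9 at 12 weeks, and 38 and 24 target genes were at least 1 cycle ahead of it.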

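The proteases *Ctsk* and *Mmp2* and the matrix protein *Spp1* were higher at 12 than at 4 weeks in the S-MT group. As a ratio of 12 to 4 weeks, *Ctsk* was 2.57-fold higher, *Mmp2* 2.13-fold and *Spp1*, within the 2-fold limits, 1.85-fold. Fold regulation over native at 12 weeks was 37.8 for *Ctsk*, at least 15.0 for *Mmp2* and at least 210 for *Spp1*. Minus the fold regulation at 4 weeks, this gives a difference of 23.1 for *Ctsk*, 7.94 for *Mmp2* and 96.2 for *Spp1*. With all 5 housekeeping genes as reference, the log2 ratio was 0.92 for *Ctsk* and 0.65 for *Mmp2*, and neither passed 2-fold.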

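*Bglap*, which encodes osteocalcin of the bone matrix, and the growth factor genes *Bmp2*, *Bmp6* and *Bmp7* were over the Ct cut-off in the S-MT group at 12 weeks and in native tissue, so they have no fold over native. Their Ct in S-MT was 35.2 for *Bglap*, 35.4 for *Bmp2*, 35.6 for *Bmp6* and 37.6 for *Bmp7*. In native tissue *Bglap* was undetermined and *Bmp7* had a Ct of 38.9. Of the 9 osteoblast and mineralization genes, *Alpl*, *Phex*, *Vdr* and *Runx2* had a Ct within the cut-off in S-MT at 12 weeks and none had one in native. With native set to the cut-off, fold regulation was -8.70 for the alkaline phosphatase gene *Alpl*, -8.28 for *Vdr*, -3.84 for *Phex* and -1.36 for *Runx2*. The BMP ligands *Bmp4* (-11.2), *Bmp3* (-6.59) and *Bmp5* (-6.39) had values of the same kind, from which no decrease can be read. All 23 genes at -2 or below in this group were over the cut-off in native. With Ct values as deposited and no cut-off, log2 folds over native were -3.37 for *Bmp6*, -2.40 for *Bmp7* and -1.07 for *Bmp4*, past 2-fold down, while *Bglap* and *Bmp2* had no Ct in native.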

In contrast, in the S-AT group, genes upregulated at 4 weeks (e.g., *Col1a1*, *Col2a1*, *Col3a1*, *Col5a1* and *Col6a1*) were strongly downregulated at 12 weeks after surgery. Moreover, the expression of *Ctsk*, *Mmp2* and *Spp1* was downregulated by 12.9, 10.2 and 28.3 fold, respectively, compared to at 4 weeks. Additionally, the expression of *Serpinh1* decreased in the S-AT-treated group to 1.7 fold but remained upregulated by 4.7 fold in the S-MT group at 12 weeks after surgery.

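In the S-AT group collagen genes were lower at 12 than at 4 weeks. *Col6a1* was 34.8-fold lower, *Col5a1* 23.9-fold, *Col3a1* 16.6-fold, *Col1a1* 12.9-fold and *Col2a1* 5.73-fold. Compared to native, *Col6a1* was downregulated 14.3-fold at 12 weeks, *Col3a1* 5.23-fold, *Col2a1* 3.26-fold and *Col1a1* 2.31-fold. *Col5a1*, over the cut-off in native, had a fold regulation of -6.28 with native set to the cut-off. Every fibrillar collagen (5 of 5), other collagen (3 of 3) and protease (6 of 6) with a fold was at least 2-fold lower at 12 than at 4 weeks, as were 5 of 6 matrix proteins. The median of the fibrillar collagens stood at percentile 34.3 of random lists of similar expression. Genes outside the matrix lists were also lower, among them 6 of 6 cell adhesion genes and 7 of 8 BMP receptors and SMADs, while the 6 TGF-beta ligands and receptors, of which 0 passed 2-fold, stand in plate rows F and G. Over the array 30 of the genes measured at both times were lower, 13 more were lower and over the cut-off at 12 weeks, and 0 were higher. The collagen genes stand in plate rows B and C, whose median Ct was 2.45 and 3.08 cycles later at 12 than at 4 weeks, against -0.76 cycles in row G, and 29 of these genes stand in rows A to D. With the median of target genes as reference, log2 changes from 4 to 12 weeks were higher by 3.58, *Col2a1* stood at 1.06, and 33 genes were higher and 6 at -2 or below. That median comes mostly from collagens and other matrix genes of rows A to D, so it removes their shared fall by construction and decides nothing about it.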

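*Ctsk* and *Mmp2* were 18.9-fold and 19.4-fold lower at 12 than at 4 weeks in the S-AT group, and *Spp1* was 1.33-fold lower, within the 2-fold limits. Fold regulation over native at 12 weeks was -1.66 for *Ctsk* and at least 85.3 for *Spp1*. *Mmp2* had a value of -2.54 with native set to the cut-off. The difference in fold regulation between 12 and 4 weeks had a size of 13.0 for *Ctsk*, 10.2 for *Mmp2* and 28.3 for *Spp1*. *Ctsk* and *Mmp2* stand in plate rows C and E, and *Spp1* in row F, where the median change of Ct in this group was -0.035 cycles. Scaled to the median target gene, the log2 change was -0.66 for *Ctsk*, -0.70 for *Mmp2* and 3.16 for *Spp1*.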

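*Serpinh1*, the chaperone of procollagen folding, was upregulated 4.66-fold over native in the S-MT group at 12 weeks and was 1.66-fold higher than native, within the 2-fold limits, in the S-AT group. It was 2.81-fold higher in S-MT than in S-AT at this time point. Between 4 and 12 weeks *Serpinh1* was 2.56-fold lower in S-AT and 1.02-fold lower in S-MT. Its Ct in S-AT was 28.4 at 4 weeks and 28.6 at 12 weeks, while the mean Ct of *Ldha* and *Rplp1* fell by 1.16 cycles. Scaled to the median target gene, the log2 change of *Serpinh1* in S-AT was 2.22.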

Both control groups exhibited a strong downregulation of the majority of the genes included in the array at 4 weeks after surgery. 

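At 4 weeks after surgery, genes measured on both sides were more often upregulated than downregulated in ED, and about as often in TC. In ED 14 of 42 genes with a fold over native were upregulated and 13 were at -2 or below, 11 of these with native over the cut-off. In TC 6 of 27 were upregulated and 6 downregulated. Among the 20 genes measured on both sides in ED, 11 were upregulated, among them *Comp* (3.78-fold), a matrix protein of cartilage and tendon, *Igf1* (3.54-fold) and *Col6a1* (3.17-fold). The fatty acid carrier *Cd36* (4.30-fold) and the TGF-beta receptor *Tgfbr2* (2.60-fold) were downregulated. In TC, 17 genes were measured on both sides, and the matrix gene *Fn1* (4.40-fold), *Vegfa* (2.49-fold), *Col4a1* (2.38-fold) and *Itgb1* (2.29-fold) were downregulated. The reference gene set these counts. With *Ldha* alone 22 genes were upregulated and 0 were at -2 or below in ED, and with *Rplp1* alone 5 were upregulated and 25 at -2 or below. In TC the counts were 17 and 1 with *Ldha* alone, and 3 and 11 with *Rplp1* alone. *Cd36* (-0.78) and *Tgfbr2* (-0.051) in ED and the 4 genes named for TC were not past 2-fold down with *Ldha* alone, and with *Rplp1* alone *Comp* (0.59), *Igf1* (0.50) and *Col6a1* (0.34) in ED were not past 2-fold up.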

Of the 84 genes, 42 and 57 genes were not expressed in the ED and TC groups, respectively (Figure 8E,G). 

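In the ED group 42 genes were over the Ct cut-off at 4 weeks, 13 of them undetermined, and all 42 were also over it in native tissue. In the TC group 60 genes were over the cut-off, 18 of them undetermined, of which 57 were also over it in native. The 3 genes detected in native and not in TC were *Cd36*, *Tgfbr2* and *Smad4*, which were at least 4.51-fold, 4.06-fold and 1.67-fold lower. Osteoblast and mineralization genes had a fold in neither control group, nor did the BMP antagonists *Chrd* and *Nog*. Of the immune-cell and cytokine genes, only *Nfkb1* had a Ct within the cut-off in ED and none had one in TC.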

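*Col2a1*, the main collagen of cartilage, *Bgn*, a small proteoglycan that binds collagen fibrils, and *Spp1* were higher than native in the ED and TC groups at 4 weeks. *Col2a1* was upregulated 14.4-fold in ED and 13.2-fold in TC. *Bgn* was upregulated 6.69-fold in ED and 3.97-fold in TC. *Spp1*, undetermined in native, was at least 24.0-fold higher in ED and 10.3-fold higher in TC. Of the genes with a fold in both control groups, 5 were upregulated in both, and both folds rest on the same native value. With *Rplp1* alone as reference, the log2 fold of *Bgn* in TC was 0.82, under 2-fold.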

From genes detected within our set Ct cut-off value, of relevance was the upregulation of *Col2a1*, *Bgn*, and *Spp1* in the samples of both control groups, compared to native expression. Additionally, *Bmp1* was upregulated by 6.0 fold in the TC group while its expression remained low in the ED group at the same time point. Conversely, the expression of *Col1a1*, *Col3a1* and *Col5a1* was upregulated in the ED group at 4 weeks but downregulated in the TC group at the same time point. 

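*Bmp1*, which encodes the protease that trims procollagens, was upregulated 6.01-fold over native in the TC group at 4 weeks. In the ED group its fold regulation was -1.15, within the 2-fold limits. Its Ct was 31.5 in TC, 32.7 in ED and 34.4 in native. With *Ldha* alone as reference, the log2 fold of *Bmp1* in ED was 1.13, and with *Rplp1* alone it was -1.52. A Ct cut-off of 33, which native exceeds, gave a lower bound of -1.55. In TC *Ldha* alone and *Rplp1* alone gave 3.76 and 1.41.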

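Collagen genes were higher than native in the ED group and closer to native in the TC group at 4 weeks. *Col1a1* was upregulated 6.79-fold in ED and 2.06-fold in TC. *Col3a1* was upregulated 4.38-fold in ED and was 1.41-fold higher than native in TC, within the 2-fold limits. *Col5a1*, over the cut-off in native, was at least 5.93-fold higher in ED and 1.62-fold higher in TC. *Col1a2* was upregulated 3.73-fold in ED and 2.15-fold in TC. All 5 fibrillar collagens passed 2-fold in ED and 3 of 5 did in TC. In ED *Col3a1* (0.80) and *Col1a2* (0.57) had log2 folds under 2-fold with *Rplp1* alone, and 0.91 and 0.68 relative to the median target gene. With *Rplp1* alone as reference, the log2 folds in TC were -0.13 for *Col1a1*, -0.068 for *Col1a2*, -0.67 for *Col3a1* and -0.48 for *Col5a1*. Relative to the median target gene they were -0.24 for *Col3a1* and -0.046 for *Col5a1*. With *Ldha* alone *Col3a1* (1.67) and *Col5a1* (1.86) passed 2-fold up in TC. At a Ct cut-off of 33 the lower bound of *Col5a1* in ED was 0.57, which falls by construction and does not argue against an increase.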

The overall gene expression of the TC group at 12 weeks after surgery was similar to that observed at 4 weeks, with a few of the non-expressed genes at 4 weeks showing a small upregulation at 12 weeks (Figure 8H). 

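Between 4 and 12 weeks, 17 of the 23 genes of the TC group that were measured at both times stayed within 2-fold. Of all 52 genes with a fold, 12 were higher at 12 weeks and 4 were lower. *Col3a1* (3.30-fold), *Igf1* (3.20-fold), *Col1a2* (2.57-fold) and *Anxa5* (2.30-fold) were lower at 12 weeks. *Comp* (2.66-fold) and *Vegfa* (2.27-fold) were higher among genes measured at both times. The other 10 higher genes were among 28 detected at 12 weeks and not at 4 weeks, including *Smad4* (at least 4.51-fold), *Tnf* (3.91-fold), *Nog* (3.18-fold) and *Mmp9* (3.16-fold). Log2 folds over native at both times had a Pearson's r of 0.783 and a Spearman's rho of 0.623 across 26 genes, which are not independent. Simulated groups that share only native, with equal spread and no cut-off, had an r of 0.494, and r was 0.681 after centring. With no Ct cut-off r was 0.507, close to the simulated value. Compared to native, 15 of 51 genes were upregulated and 3 downregulated at 12 weeks. With *Ldha* alone as reference 0 genes were higher and 20 lower at 12 than at 4 weeks, and with *Rplp1* alone 41 were higher and 0 lower. With no Ct cut-off 35 were higher and 6 lower. In TC at 12 weeks only 2 of 84 target genes had an earlier Ct than the genomic DNA control well, whose Ct was 30.4.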

The expression measured in the ED group showed a pattern of expression close to that observed in the native tissue (black boxes in the heatmap), lacking values of (extreme) down- or upregulation that are typically observed in regenerating tissue. However, some osteogenic genes such as *BMP1*, *BMPr1a*, *Bglap* and *Runx2* were among the few upregulated genes in the ED group at 12 weeks after surgery.

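In the ED group at 12 weeks, 12 of the 20 genes measured on both sides lay within 2-fold of native. The 4 upregulated were *Col2a1* (5.00-fold), the growth factor *Tgfb3* (3.27-fold), *Ctsk* (3.04-fold) and *Bmp1*. The 4 downregulated were *Fn1* (13.2-fold), which encodes fibronectin, *Cd36* (3.65-fold), *Itgb1* (3.24-fold) and *Col3a1* (3.05-fold). Of all 83 genes with a fold, 63 were over the cut-off in native, so that neither closeness to native nor a decrease can be read for them. On the whole, 34 genes were upregulated, 30 of them with native over the cut-off, and 11 were at -2 or below, 7 of them with native over it. Across 42 genes, the log2 folds over native at 4 and 12 weeks had a Pearson's r of 0.0719 and a Spearman's rho of -0.0515, against 0.495 for r in simulated groups that share only native. Those groups had equal spread and no cut-off, so their r is not the no-change value of these data. Only 1 gene was over the cut-off in this group, and the detected genes had Ct values with an SD of 1.50 cycles, against 3.14 in S-MT at 12 weeks. At a Ct cut-off of 33, 2 genes were upregulated and 34 had a fold regulation of -2 or below. Native was over that cut-off for 75 genes, which lowers their values by construction. Among them, *Ctsk* stood at a log2 value of at least -0.080 and *Tgfb3* at 0.24, from which no loss of their increase can be read. With all 5 housekeeping genes as reference 60 were upregulated and 3 were at -2 or below, and *Cd36* (-0.83), *Itgb1* (-0.66) and *Col3a1* (-0.58) were within 2-fold.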

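*Bmp1* was upregulated 3.03-fold over native in the ED group at 12 weeks. The BMP receptor gene *Bmpr1a* was at least 6.08-fold higher, *Bglap* at least 3.95-fold and *Runx2* at least 2.02-fold, each with native over the Ct cut-off. Of the 8 osteoblast and mineralization genes with a fold, 6 were upregulated, including *Dlx5* (at least 4.19-fold) and *Vdr* (at least 3.09-fold), and none was downregulated. The median log2 of these lower bounds was 1.07, at percentile 49.4 of random lists of similar expression, which cannot show whether the list was higher than such genes. From 4 to 12 weeks in ED all 8 were higher, with a median of 2.91 at percentile 93.0, also from lower bounds. The 9 BMP receptors and SMADs had 4 upregulated members (percentile 21.3) and the 7 BMP-family ligands 1 (percentile 95.4). In ED at 12 weeks the well that controls for genomic DNA in the maker's usual layout had a Ct of 29.2, against 34.9 in native, and only 6 target genes were at least 1 cycle ahead of it. At a Ct cut-off of 33, the log2 value was at least -0.020 for *Bglap*, -0.99 for *Runx2*, 0.24 for *Bmp1* and 0.60 for *Bmpr1a*. Native was over this cut-off for each of these genes, so the values fall by construction and do not argue against an increase. With *Ldha* alone the lower bound of *Runx2* was 0.62, under 2-fold.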

## 4. Discussion

Interphase tissues, such as the enthesis, have a high incidence of injuries due to their anatomic role [8,17,49]. The reconstruction of such a complex tissue remains among the major current orthopedic challenges [3,8,48]. Among the many different approaches followed by tissue engineers to address enthesis regeneration, the utilization of biomimetic constructs to treat enthesopathies has shown promising results in many in vitro studies [20,23,26,50]. In a previous study, we investigated the impact of the morphology of the transition zone of a biphasic silk fibroin scaffold on cell proliferation and gene expression in vitro [23]. Following a similar approach but different techniques and materials, others have confirmed our previous observations that a biphasic construct presenting an aligned arrangement of fibers towards one end of the construct (tendon-like), and a disorganized pattern of fibers towards the opposite end (bone-like) can effectively promote cell alignment and organization, and gene expression in vitro, that mimics the tissue-specific gene expression and cell distribution and orientation observed in the healthy enthesis [51,52].

However, evidence of the potential application of these constructs in vivo is still scarce. For example, Spalazzi and collaborators investigated their developed multiphasic scaffold in vivo concerning the improvement of the healing of interphase tissues [19]. Although this in vivo study demonstrated the effectiveness of their construct’s design in stimulating matrix heterogeneity and fibrocartilage formation, it was conducted in an ectopic, subcutaneous athymic rat model, rather than in an orthotopic, injured enthesis model. The lack of in vivo studies exclusively addressing the use of biomimetic constructs to heal injured enthesis has been acknowledged as a challenge still to overcome [3,53]. We have tried to fill in part of that gap in the present study.

Here, we have demonstrated that the morphology of the transition zone of a biphasic scaffold plays a significant role in promoting and directing the enthesis regeneration in vivo. Our research demonstrates that the treatment of an enthesis defect with our S-MT scaffold improved enthesis regeneration, allowing the injured tissue to develop mechanical properties and histological features that resembled that of the native enthesis at 12 weeks after surgery. We have also made evident that the conventional suture method used to treat the ED group fails to regenerate a native-like enthesis tissue. The histological assessment of these samples clearly demonstrated that reattaching directly the tendon to the bone leads to endochondral ossification and the native, microscopic structure is not restored (Figure 3, Figure 4 and Figure 5).

Moreover, the analysis of the gene expression of the scaffold-treated groups revealed that, while both scaffolds were able to promote the expression of relevant entheses markers at 4 weeks after surgery, only the samples from the S-MT group sustained this upregulation at 12 weeks (Figure 8). 

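Matrix and remodeling genes that were upregulated at 4 weeks stayed upregulated at 12 weeks in the S-MT group. Among 51 genes with a fold over native at both times in S-MT, all 15 genes upregulated at 4 weeks were among the 20 upregulated at 12 weeks, with both lists resting on the same native value. In S-AT only *Spp1* and the TGF-beta receptor *Tgfbr1* (at least 2.96-fold) were upregulated at 12 weeks. At a Ct cut-off of 33 the fold regulation of *Tgfbr1* was -1.35, a bound that the lower cut-off lowers by construction. The log2 fold of *Col1a1* over native was 2.26 at 4 weeks and 3.51 at 12 weeks in S-MT, and 2.48 and -1.21 in S-AT. That of *Col3a1* was 1.48 and 2.68 in S-MT, and 1.67 and -2.39 in S-AT. For *Ctsk* the values were 3.88 and 5.24 in S-MT, and 3.50 and -0.73 in S-AT. The difference between the scaffold groups in the change over time was not tested, since each group has 1 value. The late Ct of S-AT at 12 weeks followed plate rows A to D, where *Col1a1*, *Col3a1* and *Ctsk* stand. The positive control wells of that plate also stood apart from the other groups, but they lie in row H and do not follow that pattern. With the median of target genes as reference, the log2 folds of S-AT over native at 12 weeks were 2.47 higher, and *Col1a1* stood at 1.26, *Col2a1* at 0.76, *Col3a1* at 0.082, *Mmp2* at 1.13 and *Ctsk* at 1.73. Most of those target genes are matrix genes, so this reference removes a fall they share by construction.

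**Figure D2:**
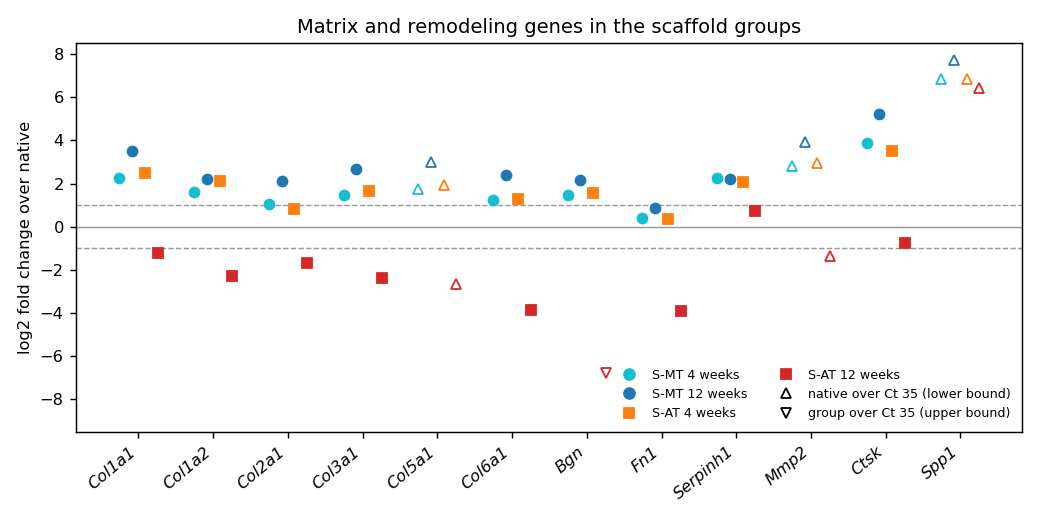
Log2 fold change over native (vertical axis) of matrix and remodeling genes (horizontal axis) in S-MT and S-AT at 4 and 12 weeks, 1 value per group. Open triangles are bounds (pointing up where native, pointing down where the group was over Ct 35), and dashed lines mark 2-fold. *Col1a1* in S-MT moved from 2.26 to 3.51 and in S-AT from 2.48 to -1.21.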

Relevant genes for tendon and enthesis regeneration, such as *Col1a1*, *Col1a2*, *Col3a1*, *Col5a1*, *Col6a1*, *Bgn*, *Fn1*, *Serphinh1* and *Mmp2*, were upregulated several folds in the samples of the S-MT scaffold group compared to native and to the ED group (Figure 7). Additionally, the performed array included osteogenic genes such as *Bglap*, *Bmp2*, *Bmp6* and *Bmp7*, all of which were strongly downregulated in the S-MT group compared to the ED group, which is a wanted feature. This could well indicate lower osteogenic activity at the enthesis area in the S-MT group compared to the ED, which may favor the regeneration of the cartilaginous transition at the tendon-to-bone insertion site retaining low chances of endochondral ossification at the enthesis or tendon sites.

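Compared to the ED group at 12 weeks, many genes of collagen and matrix proteins were higher in the S-MT group. *Mmp2* was 41.5-fold higher, *Itgav* 28.1-fold, *Spp1* 26.2-fold, *Fn1* 23.7-fold and *Col3a1* 19.6-fold. *Ctsk* was 12.4-fold higher, *Itgb1* 9.64-fold, *Anxa5* 8.14-fold and *Col1a1* 7.22-fold. *Cd36* was 5.97-fold higher, *Bgn* 4.86-fold, *Col1a2* 4.43-fold, *Col6a1* 3.25-fold, *Serpinh1* 2.98-fold and *Col5a1* 2.08-fold. Of the fibrillar collagens 4 of 5 were higher, and *Col2a1* had a fold regulation of -1.15. Of the matrix proteins 5 of 6 were higher. Among random lists of similar expression the fibrillar collagens stood at percentile 68.1 and the matrix proteins at 89.5. Cell adhesion genes went both ways, with 3 of 8 higher and 2 lower, and so did matrix proteases, with 2 of 6 higher and 3 lower. Compared to native, *Fn1* in S-MT at 12 weeks was 1.80-fold higher, within the 2-fold limits, *Col1a2* was upregulated 4.58-fold and *Bgn* 4.48-fold. Over the array 19 of 83 genes were higher and 49 lower in S-MT than in ED. With all 5 housekeeping genes as reference, log2 folds fell by 1.70, *Col5a1* stood at -0.64 and *Serpinh1* at -0.12, and *Col6a1* (0.0019), *Col1a2* (0.45), *Bgn* (0.58) and *Cd36* (0.88) were no longer past 2-fold, with 9 genes higher and 62 lower on the array. The median of target genes as reference put *Col5a1* at -0.21 (0.63 with *Rplp1* alone) and *Col6a1* (0.44), *Col1a2* (0.88) and *Serpinh1* (0.31) under 2-fold. Of the 6 genes at least 1 cycle ahead of the genomic DNA control well in ED, 4 were higher in S-MT and 0 lower.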

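Osteogenic genes were lower in the S-MT than in the ED group at 12 weeks. *Bglap* was at least 48.9-fold lower, *Bmp2* at least 18.3-fold, *Bmp7* at least 14.2-fold and *Bmp6* at least 3.51-fold, each over the Ct cut-off in S-MT. *Nog* and *Chrd*, which encode secreted BMP antagonists, were 37.7-fold and 22.0-fold lower. The vitamin D receptor gene *Vdr* was 25.6-fold lower, the cartilage transcription factor *Sox9* 24.3-fold, *Alpl* 17.9-fold, *Bmp4* 17.7-fold, *Col10a1* 13.7-fold and *Bmp5* 11.2-fold. The cytokine genes *Csf2* and *Tnf* were 36.1-fold and 10.8-fold lower. All 8 osteoblast and mineralization genes with a fold were lower, with a median log2 of -4.50, at percentile 1.05 of random lists of similar expression. All 7 BMP-family ligands and 7 of 9 BMP receptors and SMADs were lower too. The receptors and SMADs stood at percentile 56.7, so not lower than genes of similar expression. The ligands stood at 28.5, but only 3 of the 7 were measured in both groups and the others are at-most values, so this rank decides nothing. In ED at 12 weeks 40 of 84 target genes had a Ct within 1 cycle of the genomic DNA control well. Among the genes at least 1 cycle ahead of it, 4 were higher in S-MT and 0 lower. None of the genes named here as lower was therefore clear of that well by 1 cycle in ED. From the lower expression of *Bglap*, *Bmp2*, *Bmp6* and *Bmp7* compared to the ED group, the paper proposes that osteogenic activity at the enthesis was lower with the S-MT scaffold, which may favor a cartilaginous transition.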

Collagens type 1, type 2, type 3, and type 10 are the most abundant collagens at the enthesis and they are responsible for the mechanical features of this tissue [54]. 

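Transcripts of collagen types 1, 2 and 3 were above native at both time points in the S-MT group, while type 10 was within the Ct cut-off there only at 12 weeks. The log2 fold of *Col1a2* over native was 1.60 at 4 weeks and 2.20 at 12 weeks in S-MT, 2.13 and -2.28 in S-AT, 1.90 and 0.050 in ED, and 1.10 and -0.26 in TC. For *Col2a1* the values were 1.07 and 2.12 in S-MT, 0.81 and -1.71 in S-AT, 3.84 and 2.32 in ED, and 3.72 and 3.54 in TC. *Col3a1* stood at 2.13 and -1.61 in ED, and at 0.50 and -1.22 in TC. *Col10a1*, a collagen of hypertrophic cartilage, was undetermined in native. Its Ct in S-MT was 36.4 at 4 weeks and 33.6 at 12 weeks. In ED it was 34.6 and 29.6, in TC 38.0 and 34.7, and in S-AT 35.5 and undetermined. Relative to the median target gene, *Col2a1* in S-MT at 4 weeks lay below native, and with all 5 housekeeping genes *Col3a1* stood at 0.26 in TC at 12 weeks.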

Our gene expression study revealed that the expression of many of these collagens was sustained for longer in the samples treated with the S-MT scaffold than in the samples from the S-AT group and the control groups. Additionally, *Col5a1*, *Col6a1* and *Bgn* were also upregulated at both time points of observation in the S-MT-treated groups. These ECM markers play a pivotal role during tendon healing by stabilizing the fibril structure of collagen type 1 in healing tendons [55,56]. Likewise, the S-MT group exhibited sustained upregulation of other ECM-relevant genes for at least 12 weeks after surgery. This includes the procollagen-specific chaperone *Serpinh1*, which plays a key role in the assembly of triple-helical procollagen molecules [57], as well as *Mmp2* and *Tgfbr1*, which are known to be essential for ECM remodeling and the tendon healing process of acute injury [58,59,60]. In contrast, a strong downregulation of ECM-relevant genes was observed in the S-AT group at 12 weeks. Together with the lower tangent modulus measured for the explanted samples of this group, these data might indicate that the abrupt transition between the two phases of the S-AT scaffold failed to stimulate the levels of gene expression required to achieve effective enthesis repair and native-like mechanical properties in vivo.

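*Col5a1*, *Col6a1* and *Bgn*, which encode collagens and a proteoglycan of the tendon fibril, were above native at both time points in the S-MT group. The log2 fold of *Col6a1* was 1.23 at 4 weeks and 2.40 at 12 weeks. That of *Bgn* was 1.47 and 2.16, and that of *Col5a1* was at least 1.74 and 2.98. The Ct of *Bgn* in S-MT was 27.8 and 26.7, against 32.5 in native. In S-AT *Bgn* had a Ct of 27.8 at 4 weeks and was undetermined at 12 weeks, which puts it at least 111-fold below native. *Bgn* stands in plate row A, where 8 of 12 genes were undetermined in S-AT at 12 weeks. Apart from *Bmp5*, the others of these were over the Ct cut-off at 4 weeks already, unlike *Bgn*. *Bgn* was later by at least 7.23 cycles, more than the median of 2.93 of its row. Scaled to the median target gene, *Col6a1* in S-MT lay below native at 4 weeks and had a log2 fold of 1.07 at 12 weeks, and *Bgn* was under 2-fold at both times. With a Ct cut-off of 33, *Col5a1* stood at no less than -0.26 at 4 weeks and 0.98 at 12 weeks, bounds that the lower cut-off lowers by construction.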

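*Serpinh1*, *Mmp2* and *Tgfbr1* were above native at both time points in the S-MT group. The log2 fold of *Serpinh1* was 2.25 at 4 weeks and 2.22 at 12 weeks. *Mmp2*, a gelatinase, and *Tgfbr1*, a receptor of TGF-beta, were over the Ct cut-off in native. The log2 fold of *Mmp2* was at least 2.82 and 3.91. *Tgfbr1* was at least 5.72-fold higher at 4 weeks and 8.33-fold at 12 weeks, with a Ct of 29.3 and 28.3. In S-AT *Tgfbr1* was at least 4.26-fold higher than native at 4 weeks. In S-MT at 12 weeks *Anxa5* (5.92-fold) and *Itgb1* (2.97-fold) were also upregulated. Relative to the median target gene, the log2 fold of *Serpinh1* was 0.85 at 4 weeks and 0.90 at 12 weeks, under 2-fold, as was *Itgb1* (0.25). With a Ct cut-off of 33 the lower bounds of *Mmp2* (0.82) and *Tgfbr1* (0.52) at 4 weeks were under 2-fold, as the lower cut-off lowers them by construction.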

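Of the 19 genes measured on both sides in the S-AT group at 12 weeks, 15 were downregulated compared to native and 0 upregulated. Of all 45 genes with a fold, 38 were at -2 or below, but 22 of these had native over the cut-off and show no decrease. *Igf1* was downregulated 61.8-fold, the basement membrane collagen *Col4a1* 50.9-fold, *Bmp1* 19.6-fold, *Comp* 17.4-fold and *Fn1* 15.1-fold. *Cd36* was downregulated 10.2-fold, *Anxa5* 6.08-fold, *Itgb1* 5.37-fold and *Col1a2* 4.86-fold. In this group 21 genes were undetermined, all of them among the 60 genes of plate rows A to E and 0 among the 24 of rows F and G. With the median of target genes as reference, 13 genes were at -2 or below and 10 upregulated on the whole array, and *Itgb1* (0.042), *Anxa5* (-0.14) and *Cd36* (-0.88) were within 2-fold. That reference is made mostly of matrix genes and removes a fall they share by construction.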

The very good performance of our S-MT scaffold was also demonstrated by the significantly lower presence of ossification at the insertion site of the tendon compared to the S-AT-treated group and the control groups (Figure 3). According to the µCT scans, the ED group also showed lower ectopic ossification than the S-AT in the tendon area. Nevertheless, ossification was still present. We should point out, however, that we observed high variability between bone volume formations within the same tested group. This variability is most likely associated with the set region of interest (ROI) that delimited the defect area. The ROI was set by excluding the patella and tibia and including only the area of the enthesis defect. To ensure that all samples were treated similarly, and to avoid biased ROI selection, the same ROI was applied to all the samples analyzed. This comes with the limitation where the boundaries of the ROI, in some instances, failed to exclude the totality of the patella and/or tibia due to minor differences in sample size, sample orientation, and/or shape of the defect. Although differences were minor, this managed to increase the variability in the calculation of bone volume. We acknowledge this as a limitation of the utilized method to measure bone volume, but we believe that a more accurate measurement in such samples was not practically feasible.

The histological assessment of the ED group showed that ossification in this group occurred ectopically, and such ossification was not visible in the histological assessment of the S-MT samples. Heterotopic bone formation and mineralization are detrimental phenomena during tendon and enthesis healing [10,46,47,48], for which no effective treatment has been yet developed [47]. In our study, ossification at the enthesis, as well as isolated mineralization spots in the tendon region, was observed in the histological assessment of the samples from the S-AT groups and the ED and TC control groups. In line with these observations, we identified an upregulation of *Bgn* and *Bmp1* in the samples of those groups at 4 weeks after surgery. In particular, the samples of the TC control group, which developed the largest amount of mineralization in the tendon region of the enthesis, showed sustained upregulation of *Bgn* and *Bmp1* at 4 and 12 weeks after surgery. In addition to the role in the tendon response to injury previously described, it has been observed that *Bgn* plays a crucial role in matrix mineralization and bone formation, possibly by regulating BMP signaling [61,62]. Moreover, BMP1, also known as the procollagen C-proteinase, is a proteolytic activator of TGFβ-1 that plays an important role in fibrosis and bone formation [63]. 

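*Bgn* was higher than native at 4 weeks in the S-AT, ED and TC groups, with log2 folds of 1.58, 2.74 and 1.99. *Bmp1* had a log2 fold of 2.59 in TC, and of -0.20 in S-AT and -0.20 in ED. In the S-MT group, for comparison, *Bgn* was 2.78-fold higher than native at 4 weeks and *Bmp1* had a fold regulation of -1.11. *Bmp1* had a Ct of 31.4 in S-AT. The gene with the highest log2 fold among those measured on both sides was *Ctsk* in S-AT and *Col2a1* in ED and TC. With *Ldha* alone as reference *Bmp1* in ED passed 2-fold upward, and with *Rplp1* alone *Bgn* in TC did not pass it, nor did *Bgn* in S-AT (0.47) relative to the median target gene.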

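In the TC group *Bgn* and *Bmp1* were upregulated at both time points. At 12 weeks *Bgn* was 2.08-fold and *Bmp1* 3.94-fold higher than native. From 4 to 12 weeks *Bgn* was 1.91-fold lower and *Bmp1* 1.52-fold lower, both within 2-fold. The Ct of *Bmp1* was 32.1 at 12 weeks, and that of *Bgn* was 30.3 at 4 weeks and 31.2 at 12 weeks. At 12 weeks both genes came later than the genomic DNA control well of this group, whose Ct was 30.4. Other genes measured on both sides that were upregulated in TC at 12 weeks were *Col2a1* (11.7-fold), *Tgfb3* (2.97-fold) and *Smad4* (2.70-fold), a mediator of BMP and TGF-beta signals. At a Ct cut-off of 33, which native exceeds for these genes, the log2 fold at 12 weeks was at least 0.62 for *Bmp1*, 0.10 for *Tgfb3* and -0.076 for *Smad4*. That of *Bgn* was 0.93 relative to the median target gene and 0.99 with *Ldha* alone, and all these values are under 2-fold.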

Previous studies have shown a link between the ossification of the tendon and the upregulation of osteogenic markers such as *BMP2*, *BMP4*, and *BMP7* [46]. Interestingly, we did not observe a significant upregulation of these genes in either our treatment or control groups at 12 weeks. However, we did observe a several-fold downregulation of the osteogenic genes *Bglap*, *BMP2*, *BMP6*, and *BMP7* in the S-MT-treated group compared to the ED control group.

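*Bmp2*, *Bmp4* and *Bmp7* were over the Ct cut-off in native tissue, and with *Ldha* and *Rplp1* as reference none of them passed 2-fold upward in any operated group at 12 weeks. In the ED group *Bmp4* was at least 1.57-fold, *Bmp2* at least 1.47-fold and *Bmp7* at least 1.15-fold higher than native. Since these are lower bounds, a larger increase is not excluded. The Ct in ED was 30.5 for *Bmp4*, 30.6 for *Bmp2* and 31.0 for *Bmp7*. In S-AT all 3 genes were undetermined at 12 weeks. In TC they were over the cut-off, with a Ct of 35.9 for *Bmp4*, 36.4 for *Bmp7* and 38.2 for *Bmp2*. In S-MT *Bmp4* had a Ct of 34.9, while the others were over the cut-off. With Ct values as deposited and no cut-off, the log2 fold over native in ED was 3.08 for *Bmp4* and 4.07 for *Bmp7*, and in TC 1.25 and 2.19, all past 2-fold up. With all 5 housekeeping genes as reference, *Bmp2* (1.59), *Bmp4* (1.69) and *Bmp7* (1.23) passed 2-fold up in ED, as did *Bmp4* (1.04) with *Rplp1* alone.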

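*Bglap*, *Bmp2*, *Bmp6* and *Bmp7* were detected in the ED group at 12 weeks and over the Ct cut-off in the S-MT group. The Ct of *Bglap* in ED was 29.2 and that of *Bmp6* was 33.0. The log2 fold of S-MT over ED was at most -5.61 for *Bglap*, -4.19 for *Bmp2*, -3.83 for *Bmp7* and -1.81 for *Bmp6*. The fall was not limited to these genes, as 32 of the 66 genes measured in both groups were at least 2-fold lower in S-MT and 19 were higher. Under the other references all 4 genes remained more than 2-fold lower in S-MT, while at a Ct cut-off of 33 *Bmp6* was over it in both groups and *Bmp7* stood at -1.83. None of these 4 genes came earlier in ED than the genomic DNA control well, whose Ct there was 29.2. That well had a Ct 1.26 cycles earlier in ED than in TC at 12 weeks.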

The analyses presented here (biomechanics, histology, µCT scans, and gene expression signatures) of injured and treated entheses in vivo provide much-needed insight into the role of the transition zone of multiphasic scaffolds in the effective regeneration of the tendon-to-bone enthesis. Future studies might combine the optimized S-MT morphology of the transition zone in multiphasic scaffolds with different biomaterials and the use of coating agents (e.g., bioactive growth factors [36]) to further improve the regeneration potential of these constructs.

The strategy described in the present study to improve the healing of an injured tendon-to-bone patellar enthesis supports our initial hypothesis about the potential role of the interphase morphology of a construct to stimulate the regeneration of such an interphase tissue in vivo. The results described here show that silk fibroin may be a suitable material to produce multiphasic constructs to be used for enthesis regeneration applications in vivo. Additionally, we have demonstrated the potential of tailored tissue engineering strategies to treat entheses defects as a complement to the conventional surgical-repair approaches. Nevertheless, in order to improve our strategy even further, we recommend fine-tuning the process of the design and fabrication of biomimetic constructs to specifically meet the morphological and biomechanical properties of the many different interphase tissues in the body.

## Figures and Tables

**Figure 1:**
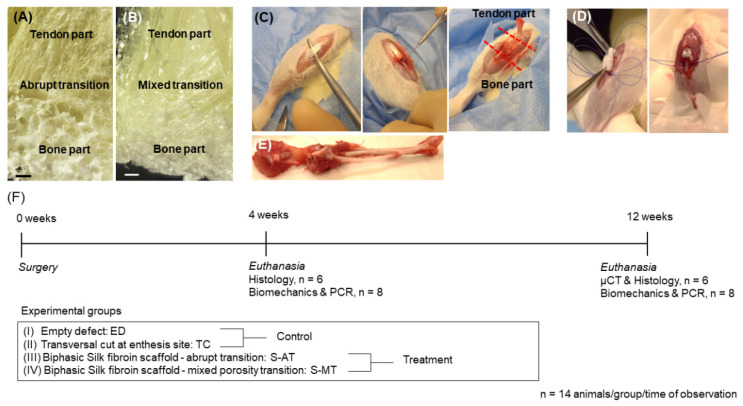
Schematic representation of the surgical approach. (**A**,**B**) Representative images of the biphasic silk fibroin scaffolds used for treatment, one with an interphase featuring an abrupt transition (S-AT) and one with an interphase presenting a mixed transition (S-MT; **B**). Scale bars represent 1 mm. (**C**) Exposure of the tendon and localization of the enthesis. Creation of the enthesis defect. (**D**) Scaffold implantation and fixation. (**E**) Representative image of the sample harvested at 12 weeks after surgery. (**F**) Timeline of surgery and subsequent times of observation. Specimens were collected for histology (n = 6) and biomechanics and PCR (n = 8). Samples at 12 weeks were also analyzed by µCT.

**Figure 2:**
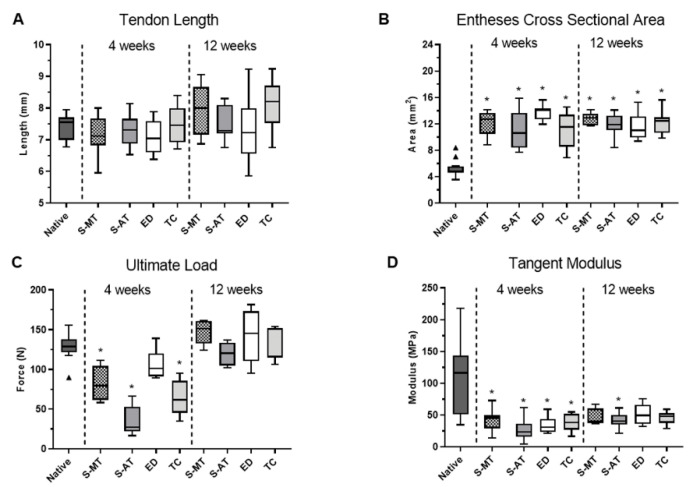
Measurements and mechanical testing of the samples at 4 and 12 weeks after surgery. (**A**) Tendon length, (**B**) enthesis cross sectional area, (**C**) ultimate load, and (**D**) tangent modulus. Tukey’s box plots show 1st and 3rd quartile, median and outliers from eight samples. Significant differences with respect to the native tissue are shown. Obtained p values are indicated as * for *p* < 0.05 and outliers are indicated by (▲).

**Figure 3:**
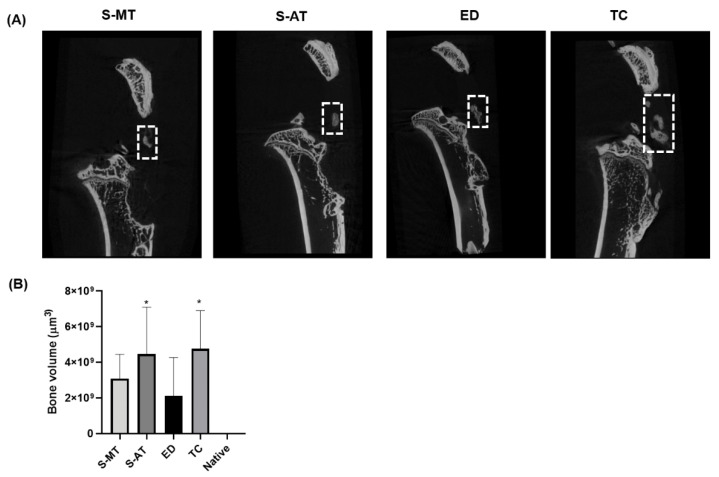
(**A**) µCT scans of the specimens harvested at 12 weeks after surgery. Detected ossification in the tendon tissue is indicated with dashed squares. (**B**) Comparison of bone volume (ossification) found in the tendon tissue for each of the treatment groups (S-AT with abrupt transition and S-MT with mixed transition) and the control groups (TC, transversal cut; ED, empty defect). Bone volume calculations are expressed relative to native tissue, with statistically significant differences denoted * *p* ≤ 0.05 from 6 samples.

**Figure 4:**
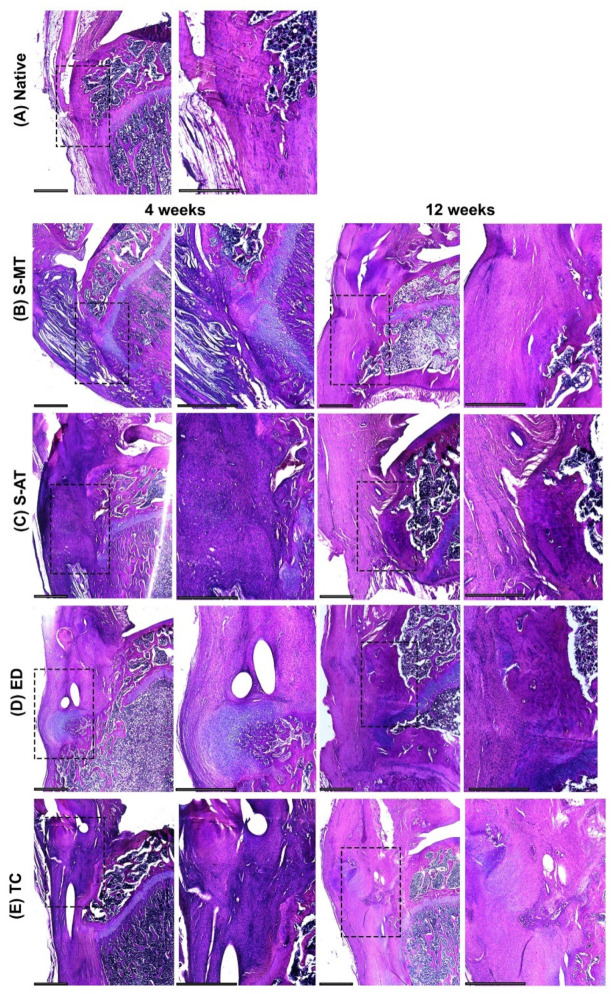
H&E staining. Representative images of the histological analysis of enthesis defects at the patellar region at 4 (left pairs) and 12 weeks (right pairs) after surgery, in (**A**) native enthesis, (**B**) S-MT with mixed transition, (**C**) S-AT with abrupt transition, (**D**) empty defect, and (**E**) transversal cut at enthesis site. Extracellular collagens and muscle fibers appear stained with different shades of pink. Dashed squares in the left pairs indicate the locations of the zoomed-in areas shown on the respective right. Scale bars = 800 µm.

**Figure 5:**
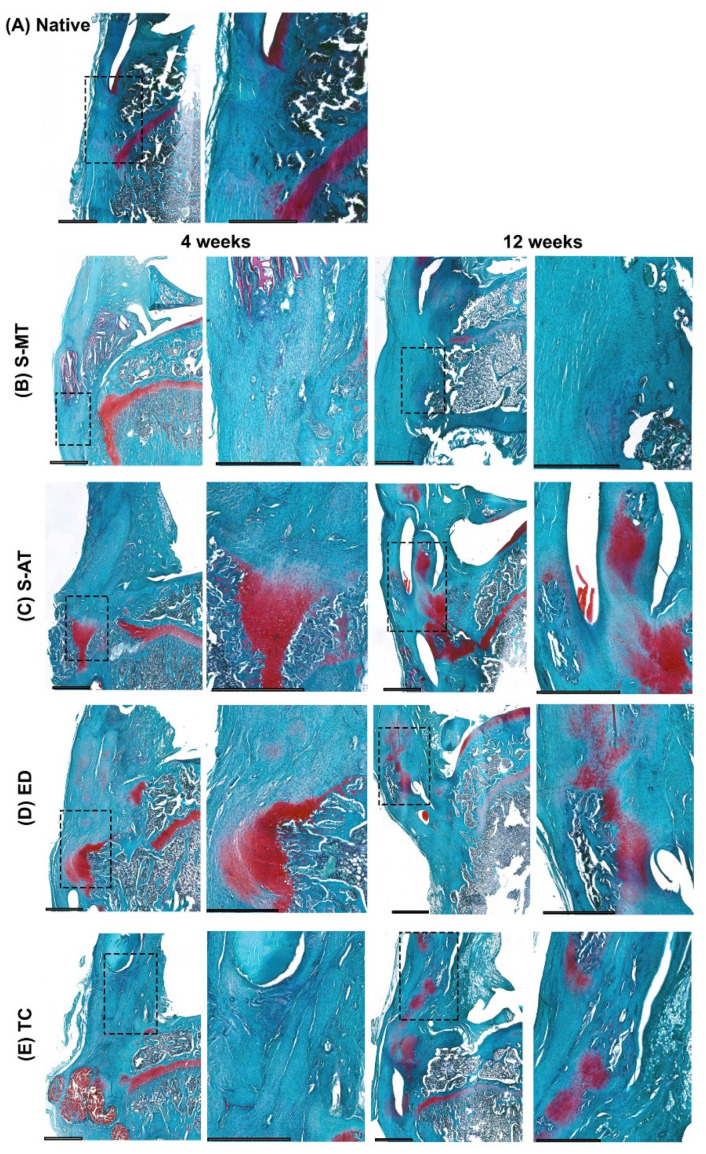
Safranin O staining. Representative images of the histological analysis of enthesis defects at the patellar region at 4 (left pairs) and 12 weeks (right pairs) after surgery, in (**A**) native enthesis, (**B**) S-MT with mixed transition, (**C**) S-AT with abrupt transition, (**D**) empty defect, and (**E**) transversal cut at enthesis site. Proteoglycan-rich cartilage appears red (here the orange to red color indicates endochondral ossification), and background appears blue. Dashed squares in the left pairs indicate the locations of the zoomed-in areas shown on the respective right. Scale bars = 800 µm.

**Figure 6:**
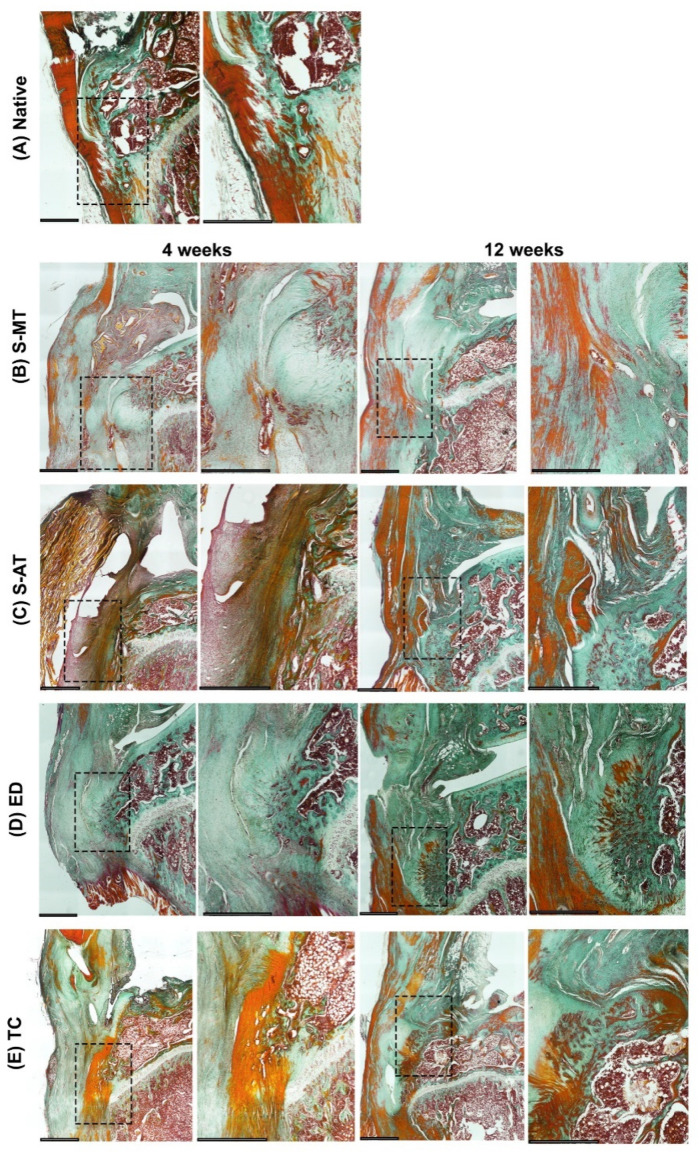
Masson–Goldner trichrome staining. Representative images of the histological analysis of enthesis defects at the patellar region at 4 (left pairs) and 12 weeks (right pairs) after surgery, in (**A**) native enthesis, (**B**) S-MT with mixed transition, (**C**) S-AT with abrupt transition, (**D**) empty defect, and (**E**) transversal cut at enthesis site. Dense collagen areas appear dark green, cartilage and newly formed collagen-rich tissue appears pale green. Muscle and cell cytoplasm are stained red. Dashed squares in the left pairs indicate the locations of the zoomed-in areas shown on the respective right. Scale bars = 800 µm.

**Figure 7:**
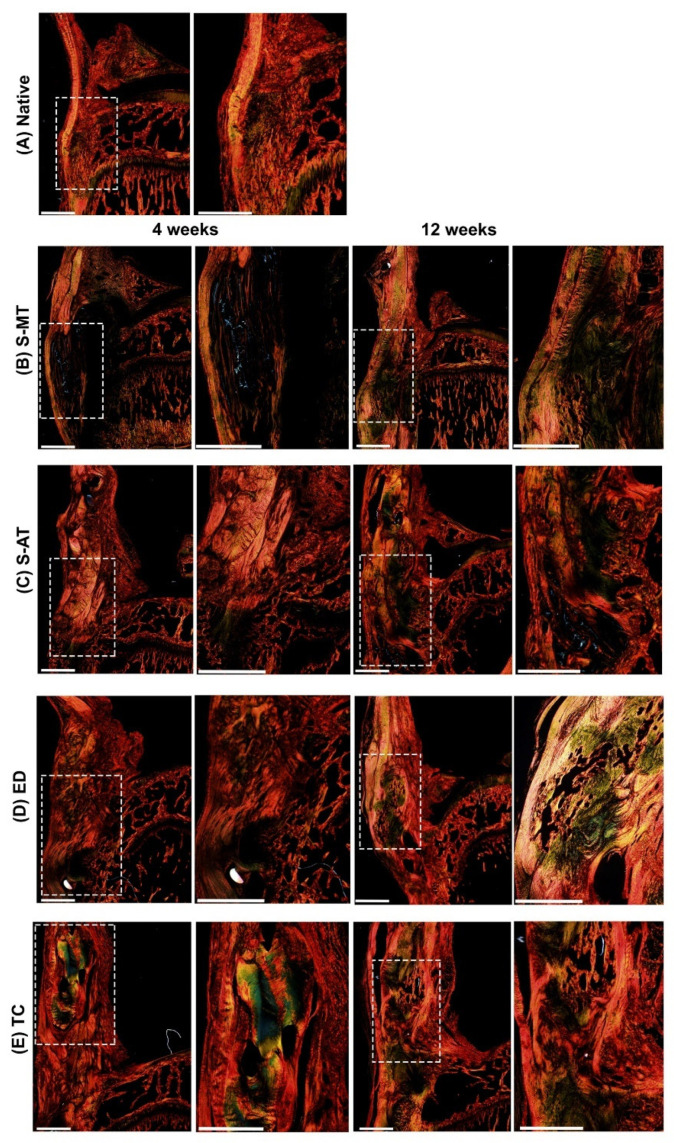
Picrosirius red staining. Representative images of the histological analysis of enthesis defects at the patellar region at 4 (left pairs) and 12 weeks (right pairs) after surgery, in (**A**) native enthesis, (**B**) S-MT with mixed transition, (**C**) S-AT with abrupt transition, (**D**) empty defect, and (**E**) transversal cut at enthesis site. Dashed squares in the left pairs indicate the locations of the zoomed-in areas shown on the respective right. Scale bars = 800 µm.

**Figure 8:**
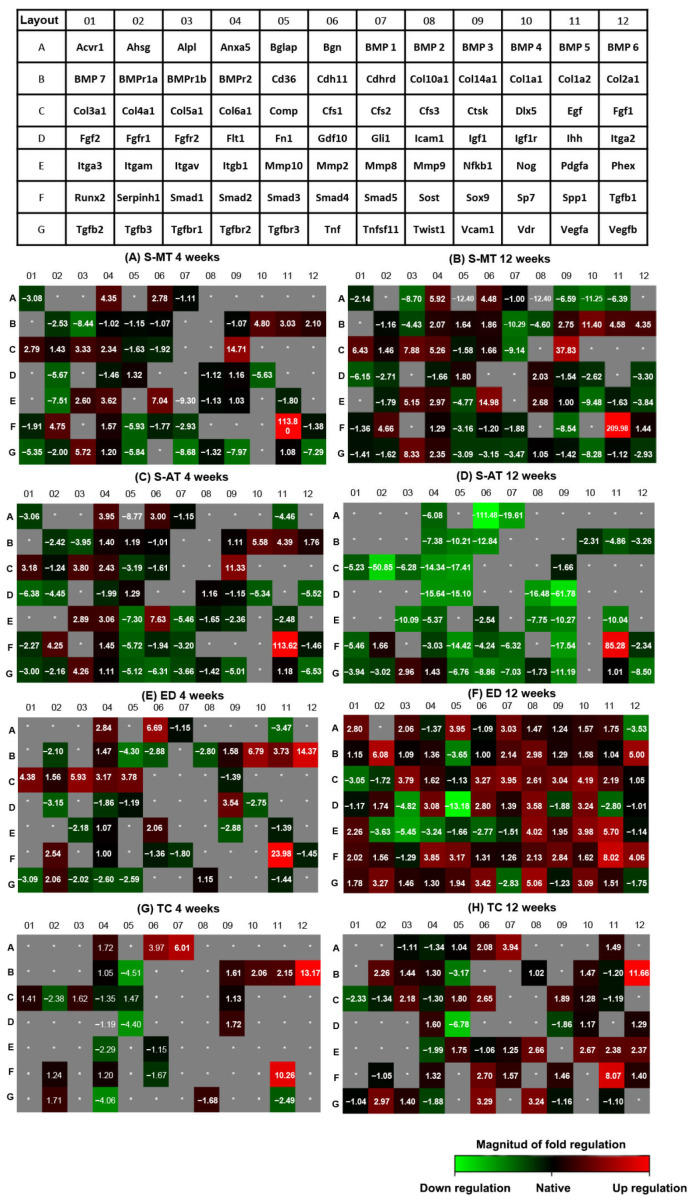
Gene expression in explanted samples at 4 weeks (left column) and 12 weeks (right column) after implantation (n = 8). (Top table) Plate layout with 84 genes investigated. Heat maps represent fold regulation of the gene expression compared to native tissue. Green indicates downregulation, red indicates upregulation, grey* indicates undetected expression and black indicates native levels of expression (= no regulation compared to native tissue). (**A**,**B**) S-MT, silk scaffold with mixed transition; (**C**,**D**) S-AT, silk scaffold with abrupt transition; (**E**,**F**) ED, empty defect; (**G**,**H**) TC, transversal cut.

## Data Availability

The datasets generated and analyzed during the current study are available from the corresponding author on reasonable request. The PCR data generated in this study has been uploaded to the public data repository Gene Expression Omnibus (GEO) https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE188540, accessed on 11 November 2021.

## Appendix A

**Table A1:** Fold regulation of the expression of the top 10 upregulated genes for each group and time point of observation.

**4 Weeks**				**12 Weeks**			
**S-MT Scaffold-Treated Group**		**S-AT Scaffold-Treated Group**		**S-MT Scaffold-Treated Group**		**S-AT Scaffold-Treated Group**	
**Gene Symbol**	**Fold Regulation**	**Gene Symbol**	**Fold Regulation**	**Gene Symbol**	**Fold Regulation**	**Gene Symbol**	**Fold Regulation**
Ssp1	113.8	Spp1	113.6	Ssp1	209.98	Spp1	85.28
Ctsk	14.71	Ctsk	11.3	Ctsk	37.83	Tgfbr1	2.96
Mmp2	7.04	Mmp2	7.63	Mmp2	14.98	Serpinh1	1.66
Col1a1	4.8	Col1a1	5.58	Col1a1	11.4		
Serpinh1	4.75	Bgn	4.48	Col5a1	7.88		
Anxa 5	4.35	Col1a2	4.39	Col3a1	6.43		
Col5a1	3.33	Anxa 5	3.95	Col6a1	5.26		
Col1a2	3.03	Col5a1	3.8	Col1a2	4.58		
Col3a1	2.79	Col3a1	3.18	Bgn	4.48		
Bgn	2.78	Smad1	2.89	Col2a1	4.35		
**4 Weeks**				**12 Weeks**			
**ED Control Group**		**TC Control Group**		**ED Control Group**		**TC Control Group**	
**Gene Symbol**	**Fold Regulation**	**Gene Symbol**	**Fold Regulation**	**Gene Symbol**	**Fold Regulation**	**Gene Symbol**	**Fold Regulation**
Ssp1	23.98	Col2	13.17	Ssp1	8.02	Col2a1	11.66
Col2a1	14.37	Spp1	10.26	Col2a1	6.08	Spp1	8.07
Col1a1	6.79	Bmp1	6.01	Pdgfa	5.7	Bmp1	3.94
Bgn	6.69	Bgn	3.97	Twist1	5.06	Tnf	3.29
Col5a1	5.93	Col1a2	2.15	Col2a1	5.00	Twist1	3.24
Col3a1	4.38	Col1a1	2.06	Dlx5	4.19	Tgfb3	2.97
Comp	3.78	Anax5	1.72	Tgfb1	4.06	Smad4	2.7
Col1a2	3.73	Tgfb2	1.71	Nog	3.98	Nog	2.67
Igf1	3.54	Col5a1	1.62	Bglap	3.95	Mmp9	2.66
Col6a1	3.17	Ctsk	1.61	Cfs2	3.95	Cfs1	2.65

**Table A2:** Fold regulation of the expression of the top 10 downregulated genes for each group and time point of observation.

**4 Weeks**				**12 Weeks**			
**S-MT Scaffold Treated Group**		**S-AT Scaffold Treated Group**		**S-MT Scaffold Treated Group**		**S-AT Scaffold Treated Group**	
**Gene Symbol**	**Fold Regulation**	**Gene Symbol**	**Fold Regulation**	**Gene Symbol**	**Fold Regulation**	**Gene Symbol**	**Fold Regulation**
Tnfsf11	−8.68	Mmp10	−7.30	Bmp4	−11.25	Bgn	−111.4
Bmpr1	−8.44	Vgefb	−6.53	Cdhrd	−10.29	Col4a1	−50.85
Vcam1	−7.97	Fgf2	−6.38	Nog	−9.48	Igf1	−61.78
Itgam	−7.51	Tnf	−6.31	Cfs2	−9.14	Bmp1	−19.61
Vegfb	−7.29	Smad4	−5.72	Alpl	−8.70	Sox9	−17.54
Smad3	−5.93	Itga2	−5.52	Vdr	−8.28	Comp	−17.41
Tgfbr3	−5.84	Mmp8	−5.46	Bmp3	−6.59	Icam1	−16.48
Fgfr1	−5.67	Igf1r	−5.34	Bmp5	−6.39	Flt1	−15.64
Igf1r	−5.63	Tgfbr3	−5.12	Fgf2	−6.15	Smad3	−14.42
Tgfb2	−5.35	Vcam1	−5.01	Col10a1	−4.60	Col6a1	−14.34
**4 Weeks**				**12 Weeks**			
**ED Control Group**		**TC Control Group**		**ED Control Group**		**TC Control Group**	
**Gene Symbol**	**Fold Regulation**	**Gene Symbol**	**Fold Regulation**	**Gene Symbol**	**Fold Regulation**	**Gene Symbol**	**Fold Regulation**
Cd36	−4.30	Cd36	−4.51	Fn1	−13.18	Fn1	−6.78
Bmp5	−3.47	Fn1	−4.40	Itgav	−5.45	Cd36	−3.17
Fgfr1	−3.15	Tgfbr2	−4.06	Fgfr2	−4.82	Col3a1	−2.33
Tgfb2	−3.09	Vegfa	−2.49	Cd36	−3.65	Itgb1	−1.99
Nfkb1	−2.88	Col4a1	−2.38	Itgam	−3.63	Tgbr2	−1.88
Cdh11	−2.88	Itgb1	−2.29	Bmp6	−3.53	Igf1	−1.86
Col10a1	−2.80	Twist1	−1.68	Itgb1	−3.24	Col4a1	−1.34
Igf1r	−2.75	Smad4	−1.67	Col3a1	−3.05	Anxa5	−1.34
Tgfbr2	−2.60	Col6a1	−1.35	Tnfsf11	−2.83	Vcam1	−1.16
Tgfbr3	−2.59	Mmp2	−1.15	Ihh	−2.80	Vegfa	−1.10

How the deposited data were processed for this re-analysis (not part of the article)

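Messenger RNA levels of 84 genes were measured by quantitative PCR in tissue of the rat patellar enthesis. The 9 groups were native tissue and 4 treatments (S-MT, S-AT, ED and TC), each at 4 and 12 weeks after surgery. The paper took 8 rats per group and time point for this assay. The deposited tables hold 1 value per well and group, and the sources used here do not say whether that value comes from a single rat, a mean or pooled RNA. The label of the native sample gives 4 weeks, and the paper gives the native samples of this assay no time point, though it does for mechanical tests and histology. Native tissue was therefore used as one group for both time points.

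The authors used a rat osteogenesis array of 96 wells with SYBR Green on a CFX 96 thermocycler and the GeneGlobe portal. The first table holds the threshold cycle (Ct) of each well in PCR cycles, with some wells undetermined. The second holds values normalized to the mean Ct of *Ldha* and *Rplp1*, as 2 to the power of the negative difference. The third holds fold changes over native on a linear scale for 7 named groups. It also has 1 column of values without a name, which was not used, and TC at 12 weeks is not among the named groups. Rows of the tables are wells of the plate. The names of the 7 control wells (genomic DNA control, reverse transcription controls and positive PCR controls) come from the maker's usual layout and are not given in the sources used here. All 84 gene symbols were found in a table of rat gene symbols, and no coordinates were needed.

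Folds were recomputed from the Ct table with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9. A Ct over 35 or undetermined was set to 35, the mean Ct of *Ldha* and *Rplp1* was subtracted, and the fold change was 2 to the power of the negative difference between groups. Genes over 35 in both groups were left out. A fold is a bound where one group was over 35. Genes at least 2-fold apart were counted in each direction for 15 comparisons, of which 8 were with native. With 1 value per group there was no test, no error and no comparison of replicates, and no precision can be given for a single fold. Signal over background was limited by the Ct cut-off, and genes over it are counted beside the claims.

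Genes were grouped into 14 lists by known function, written before the data were examined together with the comparisons, the rule for naming genes and 9 alternatives. The rule names every gene that the paper names for a comparison. For comparisons with native, and of S-MT with S-AT and with ED, it adds the 10 highest and 10 lowest log2 folds past 2-fold among genes measured in both groups. Tables A1 and A2 and Figure 8 of the paper had been read when the rule was written. Other genes in the text were chosen after their values were seen. They include those named for change over time and those over the cut-off in one group. The median log2 fold of a list was placed among those of 10000 random lists of the same size and similar mean expression, as a description. Correlations of log2 folds were taken across genes, which are not independent and share the native value. They were therefore set beside simulated groups without changed genes, and repeated after each gene was centred on its mean over the operated groups. The simulated groups had equal spread and no Ct cut-off, so their r is only a rough guide.

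The alternatives were *Ldha* alone, *Rplp1* alone, all 5 housekeeping genes, or the median of 16 target genes detected in all groups as reference, a Ct cut-off of 33, no cut-off, only genes detected in both groups, an amplification of 1.9 per cycle, and the authors' normalized values. Leaving out each rat in turn was planned for values per rat and was not run. Restrictions to plate rows, and to genes ahead of the genomic DNA control well, were added after the data were seen. The 16 genes of the median reference were *Anxa5*, *Bmp1*, *Col1a1*, *Col1a2*, *Col2a1*, *Col3a1*, *Col4a1*, *Col6a1*, *Comp*, *Ctsk*, *Fn1*, *Igf1*, *Itgb1*, *Serpinh1*, *Tgfb3* and *Vegfa*. Most are matrix genes or proteases, so their median removes a change they share by construction. A cut-off of 33 lowers by construction the values of genes over it in native, and these bounds do not argue against an increase.

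The calculation was tested on simulated data with known changes at the levels of S-MT at 12 weeks, in 6 simulated tables with a noise SD of 0.15 cycles. Of 120 changed genes, 75 were measured in both groups, and all 75 had the right direction. Of the unchanged genes measured in both groups 0 passed 2-fold, and unchanged genes at a bound were not counted. All 92 bounds held within an allowance for noise. The simulated changes were large beside this noise and the reference carried none. The outcome therefore checks the arithmetic and says nothing about how reliable the real folds are. Of the authors' 369 deposited folds, 363 were also recomputed and 357 lay within 5%. The other 6 were *Icam1* in 5 groups and *Gdf10* in ED at 12 weeks, deposited as 76.8 and recomputed as 2.80.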

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

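All tests in this part were chosen only after the results were seen, and each group has 1 value, so no error can be given.

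The mean Ct of the wells that hold positive PCR controls in the maker's usual layout was 26.0 in S-AT at 12 weeks, far from the 19.1 to 21.9 of the other groups. The gap to the nearest group was 0.605 of the whole range. These wells lie in plate row H, apart from the pattern of rows A to D given below. Of 7 plate measures looked at, 1 stood apart in this way, and chance alone does so for about 1 in 20. A second result is a difference between groups: the fibrillar collagens *Col1a1*, *Col1a2*, *Col2a1*, *Col3a1* and *Col5a1* had a median log2 change from 4 to 12 weeks of 1.20 in S-MT and -4.06 in S-AT, a difference of 5.26 that was not tested. Another is a signal in a well the paper does not report on: the genomic DNA control well had a Ct of 29.2 in ED at 12 weeks, against 34.9 in native.

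In S-AT the Ct of target genes was later at 12 than at 4 weeks in plate rows A to D and not in rows F and G, a gap of 3.03 cycles in the medians with Ct over 35 set to 35. In S-MT, ED and TC, whose genes lie in the same wells, the gap was no larger than 0.49 cycles. An effect of plate position is therefore a candidate explanation of the fall of *Col1a1*, *Col3a1*, *Col6a1* and *Ctsk*. *Bgn* was later by at least 7.23 cycles, against a median of 2.93 in its row A, so the shift of its row does not account for all of its fall. Less RNA at 12 weeks is argued against by *Ldha* and *Rplp1*, whose mean Ct changed by -1.16 cycles, although both stand outside rows A to D. A fall limited to collagen, matrix and protease genes is argued against by the other genes of rows A to D, which were later by a median of 1.82 cycles in 15 of 15 genes. The listed genes were later by 3.19. Several of the other genes were over 35 at 12 weeks, such as *Fgfr1* (Ct of 39.4), *Bmpr1b* (37.7) and *Igf1r* (37.5). Their change is cut short at 35, so 1.82 is a floor and the gap to 3.19 shows no added fall of the listed genes. An added biological fall was not decided and stays open. A first version of this test with a bound of 1.5 cycles between both sets was replaced.

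In ED at 12 weeks nearly all genes were within the cut-off, in a narrow range of Ct. Genomic DNA at the level of its control well as the whole cause is argued against, since genes over the cut-off in ED at 4 weeks came earlier than in TC at 12 weeks by a median of 4.12 cycles, while the control well differed by 1.26. TC at 12 weeks is a weak comparison for this, because only 2 of its 84 genes came earlier than its own control well. More cDNA or an earlier threshold for all wells is argued against by the slope of the 12-week on the 4-week Ct, which was 0.371 in ED and 0.929 in S-MT. A part played by genomic DNA stays open. Whether the rise was particular to osteogenic genes cannot be decided from native, where all osteoblast and mineralization genes were over the cut-off. Their lower bounds stood at percentile 49.4 of random lists of similar expression, the BMP receptors and SMADs at 21.3 and the BMP-family ligands at 95.4. From 4 to 12 weeks in ED these lists stood at 93.0, 61.4 and 85.6, with the osteoblast folds again all lower bounds.

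In the scaffold groups at 4 weeks and in S-MT at 12 weeks, 57 of 59 values at -2 or below compared to native had native over the cut-off. A gene counts once in each group, so the same genes and their native Ct recur. Of the 45 values with a native Ct, only 13.3% were still at least 2-fold lower with Ct as deposited and 25 were above 0, so the cut-off may account for most of these values. Lower expression in the scaffold groups cannot be told apart from this for those genes, because native tissue has no usable Ct for them. Among values measured on both sides, counted in the same way, 3.33% were downregulated (*Comp* and *Tgfb3* in S-AT).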

How the results depend on the processing

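The restrictions to plate rows and to genes ahead of the genomic DNA control well were chosen after the results were seen, and the other settings were planned. Of 1506 values for named genes, 1158 moved by less than 1.5 times, and the others moved by more or turned. In all 36 changed sign, 22 of them past 2-fold in the main analysis. Of 135 counts, 103 stayed within 1.5 times. *Ldha* alone and an amplification of 1.9 moved no count of both directions together past that limit. But *Ldha* alone turned the split from 12 up and 4 down to 0 and 20 for TC over time, and from 56 and 14 to 24 and 26 for ED over time. Compared to native, it turned 14 and 13 to 22 and 0 for ED at 4 weeks, 34 and 11 to 27 and 15 for ED at 12 weeks, and 6 and 6 to 17 and 1 for TC at 4 weeks. Leaving out each rat was not run, because the tables hold 1 value per group. Where neither fewer genes nor the cut-off itself explains a value below, the cause was not tested. Signal limits the comparisons with native, where 64 of 84 genes were over the cut-off.

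With only genes detected in both groups, the genes past 2-fold compared to native numbered 10 in S-MT at 4 weeks (28 in the main analysis), 11 in S-MT at 12 weeks (43), 11 and 15 in S-AT (37 and 40), 13 and 8 in ED (27 and 45) and 8 in TC at 12 weeks (18). From 4 to 12 weeks they were 34 in ED (70) and 6 in TC (16). The correlation between S-MT and S-AT at 12 weeks was 0.393 (0.547), and that of ED at both times 0.261 (0.0719).

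With a Ct cut-off of 33, the genes past 2-fold compared to native were 23 in S-AT at 4 weeks and 20 at 12 weeks, 14 in ED at 4 weeks, and 7 and 5 in TC (12 and 18). S-MT against S-AT at 4 weeks gave 1 (4), and the change over time 13 in S-MT (24), 28 in S-AT (44), 42 in ED and 5 in TC. Native was over this cut-off for 75 genes, so their values against native are bounds that fall by construction. Among them, *Col5a1* stood at -0.26 in S-MT and -0.073 in S-AT at 4 weeks. In ED at 12 weeks *Bglap* stood at -0.020, *Runx2* at -0.99 and *Ctsk* at -0.080, and *Smad4* in TC at 12 weeks at -0.076. Genes over the cut-off at 12 weeks were 36 in S-MT, 62 in S-AT, 5 in ED and 71 in TC, and 49 in S-AT at 4 weeks. The correlation in ED was 0.349, and growth factors had a median of -0.22 from 4 to 12 weeks in S-MT (0.37).

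With no cut-off, *Runx2* in S-AT at 4 weeks stood at 1.89 (-1.18). The counts were 25 and 41 in TC compared to native, 18 for S-MT against S-AT at 4 weeks, 42 for S-MT over time and 41 for TC over time. The correlation was 0.507 in TC (0.783) and -0.0434 in ED. List medians from 4 to 12 weeks in S-MT were 1.15 for BMP ligands (0.50), 2.36 for BMP antagonists (-0.09), 1.67 for osteoblast genes (0.33) and 1.06 for growth factors.

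With the median of target genes as reference, *Col2a1* stood at -0.33 and *Col6a1* at -0.17 in S-MT at 4 weeks. Most of those target genes are matrix genes, so this reference removes a change they share by construction. In S-AT at 12 weeks 23 genes passed 2-fold, with *Col1a1* at 1.26, *Col2a1* at 0.76, *Col3a1* at 0.082, *Mmp2* at 1.13 and *Itgb1* at 0.042. From 4 to 12 weeks in S-AT *Col2a1* stood at 1.06 and *Serpinh1* at 2.22. *Col5a1* in S-MT against ED stood at -0.21, and 31 genes passed 2-fold over time in TC.

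With all 5 housekeeping genes, 46 genes passed 2-fold in TC at 12 weeks compared to native and 46 over time in TC, and 9 over time in S-MT. *Col3a1* in TC at 12 weeks stood at 0.26, and in S-MT against ED *Col5a1* stood at -0.64 and *Serpinh1* at -0.12. With *Rplp1* alone, *Col1a1* stood at -0.13 and *Col1a2* at -0.068 in TC at 4 weeks, and 41 genes passed 2-fold over time in TC. With the authors' normalized values 35 genes passed over time in ED and 8 in TC.

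With plate rows F and G only, 16 genes passed 2-fold in S-AT at 12 weeks compared to native, 17 in S-MT against S-AT at 12 weeks and 7 over time in S-AT. With rows A to D only they were 18, 33 and 29. With genes at least 1 cycle ahead of the genomic DNA control well, 3 passed in ED at 12 weeks compared to native, 4 in S-MT against ED and 6 over time in ED. These hold fewer genes by construction. The folds within plate rows still rest on *Ldha* and *Rplp1* in row H, so they cannot separate plate position from expression.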

Differences from the paper's values

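No setting in this part was chosen after the results were seen. Of 153 fold regulations in the paper's Tables A1 and A2, 151 have a recomputed fold, of which 149 lie within 1.5 times of it with the same sign. Among these, *Bgn* in S-AT at 4 weeks is 4.48 in the paper and 3.00 here, only just within that limit. The value 4.48 is that of *Bgn* in S-MT at 12 weeks here.

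*Smad4* in S-AT at 4 weeks is -5.72 in the paper and -1.94 here. Of the alternatives set before the data were examined, the median of target genes as reference (-4.20) and a Ct cut-off of 33 (-5.54) come within 1.5 times. *Ldha* alone (-1.91), *Rplp1* alone (-1.98), all 5 housekeeping genes (-2.43), no cut-off, only genes detected in both groups, an amplification of 1.9 (-1.85) and the authors' normalized values do not. The recomputed value of *Smad3* in this group is -5.72. *Twist1* in TC at 4 weeks is -1.68 in the paper and 1.68 here, a lower bound with native over the cut-off. Among the alternatives with a value only *Rplp1* alone (-1.34) comes within 1.5 times with the paper's sign, and the others do not. Of the values without a recomputed fold, *Smad1* in S-AT at 4 weeks is 2.89 in the paper, which is the value of *Itgav* here, and *Tgfb2* in TC at 4 weeks is 1.71 in the paper, which is the value of *Tgfb3* here.

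The paper describes fold changes over time for *Ctsk*, *Mmp2* and *Spp1* in the scaffold groups. The recomputed differences between both fold regulations (23.1, 7.94 and 96.2 in S-MT) are on the scale of its values, while the ratios of 12 to 4 weeks were 2.57, 2.13 and 1.85. The paper states lower *Col1a1*, *Col3a1* and *Col5a1* in TC at 4 weeks, where the recomputed folds are 2.06, 1.41 and at least 1.62, and with *Rplp1* alone all 3 had a negative log2 fold, as did *Col3a1* (-0.24) and *Col5a1* (-0.046) with the median of target genes. It states that most genes in the control groups were downregulated at 4 weeks, and here 14 were upregulated and 13 at -2 or below in ED (11 of these with native over the cut-off) and 6 and 6 in TC. With *Rplp1* alone 25 of ED's and 11 of TC's genes were at -2 or below, and with the median of target genes 25 and 9 were. The paper counts genes not detected in TC at 4 weeks, where 60 were over the cut-off here and 57 in both TC and native.

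The paper states lower *Bmp4* in S-AT at 4 weeks, which was over the cut-off in both groups here, while *Bmp5* had a value of -4.46 with native set to the cut-off. With no cut-off *Bmp4* had a log2 fold of -2.89, in the direction the paper states. It states lower *Bglap*, *Bmp2*, *Bmp6* and *Bmp7* in S-MT at 12 weeks compared to native, and all 4 were over the cut-off in both groups. With no cut-off the log2 folds of *Bmp6* (-3.37) and *Bmp7* (-2.40) were in the direction the paper states, and *Bglap* and *Bmp2* had no Ct in native. It also states that these 4 were lower than in ED, and they were here. It states higher *Bmp1* in S-AT, ED and TC at 4 weeks, where fold regulation was -1.15, -1.15 and 6.01, and *Ldha* alone put *Bmp1* in ED at a log2 fold of 1.13. Its Results part describes *Bmp1* as low in ED at that time, which matches the value here. The paper describes ED at 12 weeks as close to native with few upregulated genes, and here 34 of 83 genes were upregulated and 11 at -2 or below (7 of these with native over the cut-off), with 4 and 4 among the 20 measured on both sides, where the other 12 lay within 2-fold. At a Ct cut-off of 33, which lowers the values of genes over it in native by construction, only 2 genes were upregulated. With all 5 housekeeping genes 60 were. Table A1 lists *Col2a1* in more than 1 place for ED at 12 weeks, and the value 6.08 there is that of *Bmpr1a* here.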

Other observations

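No test was run for the values in this part, and the genes named were chosen only after their values were seen.

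In the S-MT group, several genes of immune cells and cell adhesion rose between 4 and 12 weeks beside the collagens. *Vcam1*, an adhesion molecule of activated endothelium, was 5.61-fold higher at 12 weeks, and *Itgam*, an integrin of macrophages and neutrophils, 4.20-fold. *Csf1*, a growth factor of macrophages and osteoclast precursors, was 3.17-fold higher, the gelatinase *Mmp9* 3.03-fold, *Tnfsf11* 2.50-fold and *Icam1* 2.28-fold. *Tnf*, over the cut-off at 4 weeks, was at least 2.95-fold higher. Of the immune-cell and cytokine genes 5 of 7 rose, with a median log2 change of 1.56 at percentile 99.8 of random lists. Of the cell adhesion genes 4 of 7 rose (median 1.19, percentile 94.0). *Csf1*, *Tnfsf11*, *Mmp9* and *Ctsk* act in osteoclast formation or function, and the paper does not discuss them as a group. *Itgam*, *Vcam1*, *Icam1* and *Mmp9* each stand in more than 1 list. The genomic DNA control well in S-MT moved from a Ct of 34.0 at 4 weeks to 30.9 at 12 weeks, and the genes at least 1 cycle ahead of it went from 38 to 24.

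The growth factor *Tgfb2* was 3.80-fold higher at 12 than at 4 weeks in S-MT, *Vegfb* 2.49-fold and *Igf1r* 2.15-fold. The remaining lists moved less: TGF-beta ligands and receptors had a median of 0.94 with 1 of 6 up (percentile 66.8), BMP receptors and SMADs 0.78 with 2 of 8 up (47.3), chondrogenic genes 0.57 with 2 of 4 up (35.2), and BMP-family ligands 0.50 with 0 of 3 up (25.1). Growth factors and receptors had a median of 0.37 with 3 of 8 up (11.4), osteoblast and mineralization genes 0.33 with 1 of 4 up (14.3), and BMP antagonists -0.09 with 0 of 2 up. The endothelial and fat-cell markers had a median of 1.05 with 2 of 4 up (74.6). No gene of any list fell by 2-fold or more. With all 5 housekeeping genes as reference the log2 changes were lower by 0.44.

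In TC at 12 weeks the genomic DNA control well had a Ct of 30.4, and 2 of 84 target genes came earlier. In S-MT at 12 weeks its Ct was 30.9 and 30 genes came earlier. The detected genes of TC at 12 weeks had Ct values with an SD of 1.49, close to the 1.50 of ED at 12 weeks.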
